# Dietary exposure to soy or whey proteins alters colonic global gene expression profiles during rat colon tumorigenesis

**DOI:** 10.1186/1476-4598-4-1

**Published:** 2005-01-11

**Authors:** Rijin Xiao, Thomas M Badger, Frank A Simmen

**Keywords:** colon cancer, soy, whey, gene expression profiling, neuro-endocrine, microarray, rat

## Abstract

**Background:**

We previously reported that lifetime consumption of soy proteins or whey proteins reduced the incidence of azoxymethane (AOM)-induced colon tumors in rats. To obtain insights into these effects, global gene expression profiles of colons from rats with lifetime ingestion of casein (CAS, control diet), soy protein isolate (SPI), and whey protein hydrolysate (WPH) diets were determined.

**Results:**

Male Sprague Dawley rats, fed one of the three purified diets, were studied at 40 weeks after AOM injection and when tumors had developed in some animals of each group. Total RNA, purified from non-tumor tissue within the proximal half of each colon, was used to prepare biotinylated probes, which were hybridized to Affymetrix RG_U34A rat microarrays containing probes sets for 8799 rat genes. Microarray data were analyzed using DMT (Affymetrix), SAM (Stanford) and pair-wise comparisons. Differentially expressed genes (SPI and/or WPH vs. CAS) were found. We identified 31 induced and 49 repressed genes in the proximal colons of the SPI-fed group and 44 induced and 119 repressed genes in the proximal colons of the WPH-fed group, relative to CAS. Hierarchical clustering identified the co-induction or co-repression of multiple genes by SPI and WPH. The differential expression of I-FABP (2.92-, 3.97-fold down-regulated in SPI and WPH fed rats; P = 0.023, P = 0.01, respectively), cyclin D1 (1.61-, 2.42-fold down-regulated in SPI and WPH fed rats; P = 0.033, P = 0.001, respectively), and the c-neu proto-oncogene (2.46-, 4.10-fold down-regulated in SPI and WPH fed rats; P < 0.001, P < 0.001, respectively) mRNAs were confirmed by real-time quantitative RT-PCR. SPI and WPH affected colonic neuro-endocrine gene expression: peptide YY (PYY) and glucagon mRNAs were down-regulated in WPH fed rats, whereas somatostatin mRNA and corresponding circulating protein levels, were enhanced by SPI and WPH.

**Conclusions:**

The identification of transcripts co- or differentially-regulated by SPI and WPH diets suggests common as well as unique anti-tumorigenesis mechanisms of action which may involve growth factor, neuroendocrine and immune system genes. SPI and WPH induction of somatostatin, a known anti-proliferative agent for colon cancer cells, would inhibit tumorigenesis.

## Background

Colorectal cancer (CRC) is the third most common cancer and the third leading cause of cancer-related mortality in the U.S. [1,2]. Estimated new cases of colon cancer were 79,650 for men and 73,530 for women in 2004 [1]; approximately $6.3 billion is spent in the United States each year on treatment of CRC [2]. Accumulating evidence suggests that diet is an important environmental factor in the etiology of CRC. High consumption of red meats, animal fats, chocolate, alcohol and refined cereals are linked to higher incidence of these cancers in Western societies [3-5], whereas protective effects of fruits, vegetables and whole grains have been suggested [5].

Soy foods and soybean constituents have received considerable attention for their potential role in reducing cancer risk [6,7]. Our laboratories reported the protective effects of lifetime ingestion of soy protein isolate (SPI) on azoxymethane (AOM)-induced colon cancer in rats [8]. Similarly, the effect of whey protein hydrolysate (WPH) in the diet to reduce colon tumor incidence has been reported by us and others [9-11]. Several hypotheses have been proposed to account for soy and whey protein-induced anti-tumorigenesis. For example, soy isoflavones have been proposed to play a key role in soy's anti-cancer functions [12]. Yanagihara *et al*., among others, reported that genistein inhibits colon cancer cell proliferation and stimulates apoptosis in vitro [13-15]. However, subcutaneous administration of genistein to mice did not confirm these *in vitro *effects [16]. Holly *et al*. reported that soy sphingolipids inhibit colonic cell proliferation, and suggested that this may partially account for its anticancer benefits [17]. Other reports indicate that soy diets inhibit tumorigenesis by regulating the synthesis or activities of specific proteins. For example, Rowlands *et al*. reported that dietary soy and whey proteins down-regulate expression of liver and mammary gland phase I enzymes involved in carcinogen activation [18]. Elevated activities of phase II detoxification enzymes were reported in soy-fed rats [19,20]. Such dietary effects may result in lower tissue concentrations of activated carcinogen. The anticancer properties of whey proteins have been ascribed to their ability to elevate cellular levels of the antioxidant glutathione [21,22]. Moreover, the whey protein, α-lactalbumin, inhibits proliferation of mammary epithelial cells in vitro [11]. The anticancer properties of whey may also relate to its immune system-enhancing actions [23].

Despite extensive research, there is no consensus for anti-cancer mechanism(s) of soy and whey, which will undoubtedly involve multiple interrelated processes, pathways and many components. Many of the same molecular and biochemical changes underlying human colon cancer are observed in the azoxymethane (AOM)-induced rat colon cancer model [24]. Moreover, previous studies suggest a different molecular etiology for tumors of the proximal and distal colon in this model and in human colon [24,25]. Differential dietary effects on proximal vs. distal colon DNA damage were noted [26] and Westernization of the human diet is thought to have favored a shift of tumors from distal to more proximal locations [27]. Thus, region-specific localization of dietary effects on colon tumorigenesis is an important factor to consider in any molecular analysis of CRC. Here, we use Affymetrix high-density oligonucleotide microarrays to determine the expression profiles of non-tumor (i.e., normal) tissue in proximal colons (PC) of rats, subjected to lifetime diets containing casein (CAS, control diet), soy protein isolate (SPI), or whey protein hydrolysate (WPH) and which were administered AOM to induce tumors. We hypothesized that genes whose expression contributes to anti-tumorigenesis would be regulated in parallel by SPI and WPH; in addition, changes unique to each diet might also be apparent.

## Results

### Validation of the microarray approach

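Rats were fed casein (CAS), soy protein isolate (SPI) or whey protein hydrolysate (WPH) and were given azoxymethane (AOM), a colon carcinogen, in 2 injections of 15 mg/kg at 90 days of age. Proximal colon tissue without tumors was taken 40 weeks later, and RNA of 7 rats was pooled for each diet. From each pool, 3 cRNA targets were made in parallel from 8 µg of RNA, and 10 µg of each target was hybridized for 16 hours, so that 9 rat U34A arrays of 8799 probe sets were read. The spread within a diet is therefore that of labelling and hybridization, and every p-value compares pools and not rats. The deposited values were MAS 5.0 signals on a linear scale, which the authors scaled to an average of 500 on each array, without detection calls. A signal of at least 100 was reached by 58.9 to 60.3% of probe sets on the CAS arrays, 58.9 to 60.3% on the SPI arrays and 58.7 to 60.3% on the WPH arrays. The median signal was 161 ± 4.97 (SD, n = 3) with CAS, 158 ± 3.81 with SPI and 158 ± 7.73 with WPH. Log2 signals were compared with limma for the 5606 probe sets whose mean signal was at least 100 in at least 1 diet, with Affymetrix controls left out. A transcript was called changed at an adjusted p under 0.05 and a change of at least 2-fold. Where all 3 arrays of a diet lay under 100, each of these signals was raised to 100 and the resulting ratio is given as a lower bound, written as at least so many fold. Lists of genes were tested with camera at a preset inter-gene correlation of 0.01. All 9 arrays were washed on 1 day in 3 rounds, with the CAS arrays and WPH replicate 2 in the first, WPH replicates 1 and 3 and SPI replicates 1 and 2 in the second, and SPI replicate 3 alone. With wash round as a block in the model, WPH is compared with CAS through WPH replicate 2, and SPI, which shared no round with CAS, is compared with CAS only by way of WPH.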

Quality control steps ensured that the RNA used for microarray and real-time RT-PCR analysis was of high quality. These steps included evaluation of the RNA with the RNA 6000 Nano Assay and assessment of the cRNA hybridization to GeneChips by comparison of data obtained for probe sets representative of 5' and 3' ends of control genes. All RNA samples had an A260/280 absorbance ratio between 1.9 and 2.1. 

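β-Actin (Actb), a protein of the cytoskeleton, and glyceraldehyde-3-phosphate dehydrogenase, an enzyme of glycolysis, were each read at both ends of their transcripts by control probe sets. The β-actin signal at the 3' end, divided by that at the 5' end, was 1.86 ± 0.0252 (SD, n = 3 arrays) with CAS, 2.21 ± 0.127 with SPI and 2.98 ± 0.488 with WPH. The 3 ratios ran from 1.83 to 1.88 with CAS and from 2.53 to 3.5 with WPH, so that the difference exceeded the spread between arrays. For glyceraldehyde-3-phosphate dehydrogenase the ratio was 1.56 ± 0.195 with CAS, 1.56 ± 0.0862 with SPI and 1.64 ± 0.0651 with WPH (n = 3 each), and these values overlapped. β-Actin mRNA itself was more abundant with SPI and WPH. Its probe set V01217_at gave a signal of 19986 ± 884 with CAS, 25567 ± 1349 with SPI and 34155 ± 150 with WPH (n = 3 each). The log2 change against CAS was 0.77 with WPH (limma adjusted p = 3.84e-06) and 0.35 with SPI (adjusted p = 0.00279, or 0.225 with wash round as a block). After quantile normalization of the arrays it was -0.00222 and -0.0185. That step holds nearly fixed any transcript that keeps its rank, as β-actin, close to the largest signals, may have done. It therefore does not decide whether β-actin rose. Transcripts that rose or fell in the order CAS, SPI, WPH moved with this 3' to 5' ratio as well as with diet.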

The ratio of 28S to 18S rRNA was very close to 2 on RNA electropherograms, and signal ratios below 3 were noted for 3' vs. 5' probe sets for β-actin and glyceraldehyde-3-phosphate dehydrogenase (per Affymetrix user guidelines) after hybridization.

Total false change rates (TFC) were determined following Affymetrix-recommended guidelines [28], except that the inter-chip comparisons used cRNA targets made in parallel starting from the same RNA pool. 

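Transcript levels differed little between the 3 arrays of a diet and much more between diets. Of the 5606 probe sets compared, 2.90 ± 0.469% (SD, n = 3 array pairs) differed by at least 2-fold between a pair of CAS arrays. The share was 3.86 ± 0.861% between SPI arrays and 5.39 ± 0.776% between WPH arrays (n = 3 pairs each). Between diets, it averaged 18.4% for WPH and CAS, 10.1% for SPI and CAS and 10.4% for SPI and WPH (9 array pairs each). The median coefficient of variation of a probe set was 11.4% with CAS, 12.1% with SPI and 13.0% with WPH. These shares count differences in signal and are not change calls, which need probe-level data that the deposited values do not hold.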

Inter-chip variability, measured as TFC%, was 0.25% – 0.6% and well below the suggested 2% cutoff (Table 1). These values confirmed the fidelity and reproducibility of the microarray procedures used. Unsupervised nearest-neighbor hierarchical clustering identified differences in proximal colon gene expression profiles of CAS, SPI and WPH groups (Figs. 1 and 2), indicating that the type of dietary protein has a major effect on gene expression in normal proximal colon tissue of AOM-treated rats. Interestingly, the overall gene expression profiles for SPI and WPH groups were more similar to each other than each was to the CAS group (Fig. 1A).

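By distances between single arrays, colon profiles with SPI lay about as far from those with WPH as from those with CAS. WPH and CAS lay farthest apart. Over the log2 signals of 8740 probe sets, SPI and WPH arrays were separated by a Euclidean distance of 86.7 ± 3.30 (SD, 9 array pairs). The distance was 85.1 ± 2.99 between CAS and SPI arrays and 95.6 ± 2.45 between CAS and WPH arrays (9 pairs each). Arrays of the same diet were 65.6 ± 0.482 apart with CAS, 71.0 ± 3.99 with SPI and 77.6 ± 1.48 with WPH (3 pairs each). This spread enters the distances between diets, and it lengthens SPI to WPH more than CAS to SPI. The values of 86.7 and 85.1 therefore do not decide which diet SPI lay nearer. Average linkage first joined the arrays of each diet, then CAS with SPI at a height of 85.1, and WPH last at 91.1. Which diets were nearest depended on the transcripts compared. Over the 5606 probe sets with a mean signal of at least 100 in a diet, SPI and WPH were 54.7 ± 2.92 apart, CAS and SPI 56.2 ± 1.95, and CAS and WPH 67.0 ± 1.40, and SPI joined WPH first. The SPI to WPH distance over all 8740 probe sets, divided by the mean distance of both to CAS, was 0.96 ± 0.0365.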

**Table 1:** Inter-chip variability

Diet group	Number of arrays	TFC (%)*
CAS	3	0.252 ± 0.138
WPH	3	0.369 ± 0.025
SPI	3	0.570 ± 0.165

*TFC (Total false change) = false change rate (decreased category) + false change rate (increased category), as described in ref. 28; TFC reported as mean ± SEM, TFC should be no more than 2% (Affymetrix).

**Figure 1:**
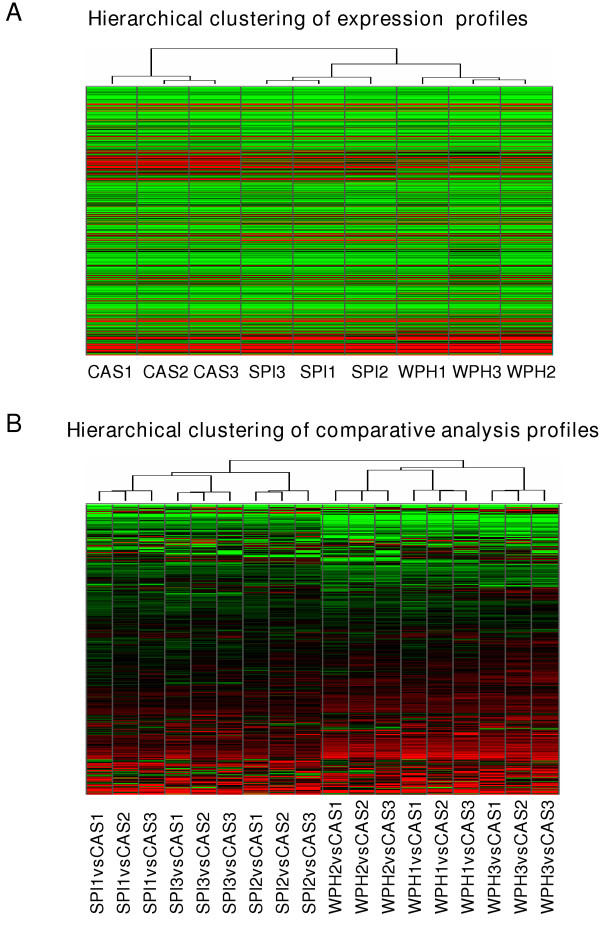
Hierarchical clustering of proximal colon gene expression profiles. **A. **Clustering of nine PC global gene expression profiles (8799 genes); n = 3 profiles each for CAS, SPI and WPH. Each cell represents the expression level of an individual gene in each sample (green = low expression, black = middle expression, red = high expression). The dendrogram reflects the extent of relatedness of different profiles; the shorter branch-point of the SPI and WPH trees indicates the greater similarity between these profiles. **B. **Clustering of 18 global comparative expression profiles including 9 of SPI vs. CAS and 9 of WPH vs. CAS profiles. Each row in the heat map represents the relative expression level of a given gene across all comparisons (red = up regulated, black = unchanged, green = down regulated).

**Figure 2:**
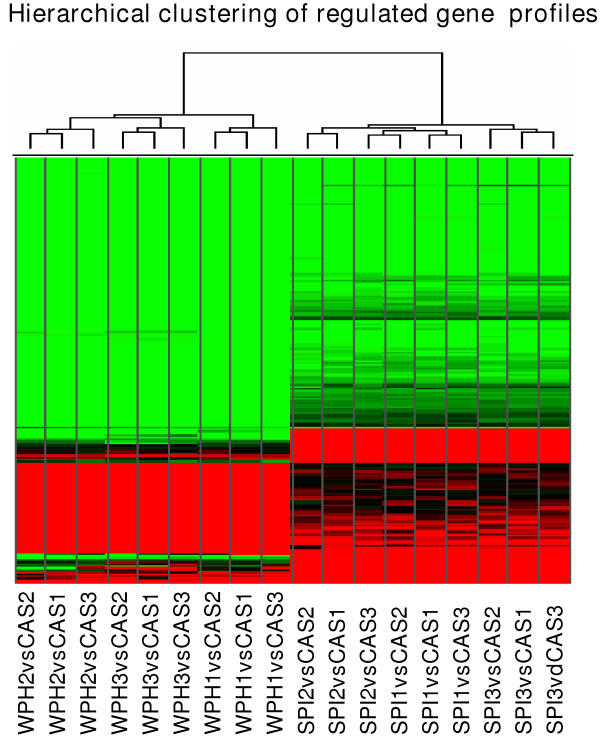
Hierarchical clustering of 211 differentially expressed genes in either SPI or WPH. The differential expression data are taken only from the pairwise comparison analysis, with CAS profiles used as baseline. Each cell in the heat map represents the relative expression level of a given gene in an individual comparison analysis (red = up regulated, black = unchanged, green = down regulated). The dendrogram reflects the relatedness of different profiles.

### Differentially expressed genes

Multiple filtering criteria were applied to the microarray data set so as to identify differentially expressed colon transcripts in rats fed SPI, WPH or CAS; results are reported only for transcripts that passed all three analytical filters used: DMT t-test, SAM and pair-wise comparison survival methods. Among the 8799 genes and ESTs examined with the rat U34A array, we identified 31 induced and 49 repressed genes in proximal colons of SPI-fed rats, whereas 44 induced and 119 repressed genes were detected in WPH-fed rats (Tables 2, 3, 4, 5). 

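WPH changed more transcripts than SPI did, and SPI differed from WPH in about as many transcripts as from CAS. With WPH, 310 probe sets of 234 named genes were higher than with CAS and 481 of 324 genes were lower (limma, adjusted p under 0.05 and at least 2-fold). With SPI, 134 probe sets of 91 genes were higher than with CAS and 188 of 137 genes were lower. Tested against each other, SPI was higher than WPH for 252 probe sets and lower for 58. Without the fold minimum, transcripts higher than with CAS outnumbered lower ones, by 1174 to 1001 with WPH and by 673 to 570 with SPI. The median log2 change over all 5606 probe sets was 0.06 with WPH and -0.012 with SPI. Rgs9, which ends G protein signals in neurons, had a signal of 88.7 ± 39.7 (SD, n = 3) with CAS and 497 ± 30.8 with WPH on AB019145_s_at, 5.60-fold higher (adjusted p = 3.64e-05). Egfl7, secreted by endothelial cells, was 3.98-fold higher with WPH (rc_AA893770_g_at, adjusted p = 0.00791), and Rasl11b, a small GTPase, 3.52-fold (rc_AA800853_g_at, adjusted p = 0.000214). Gsta3, a glutathione S-transferase, was at least 8.91-fold lower with WPH on S72506_s_at (adjusted p = 5.56e-05). When wash round was a block, 293 probe sets were higher and 496 lower with WPH, 68 higher and 134 lower with SPI, and SPI against WPH gave 220 higher and 40 lower. Of the 36 probe sets of genes named in the paper, all 36 kept an adjusted p under 0.05 with WPH, and 15 of 33 kept it with SPI.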

Interestingly, more down- than up-regulated genes were noted for both SPI and WPH. Additionally, 37 genes were co-repressed, whereas only two were co-induced by SPI and WPH (Table 6). 

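Transcripts called against CAS with both diets were far more often lower than higher. The lower ones included embigin (Emb), a membrane glycoprotein of the immunoglobulin family, 6.57-fold lower with WPH and 5.13-fold lower with SPI on AJ009698_at (adjusted p = 2.62e-08 and 1.24e-07). Pgap2, listed as FGF receptor activating protein 1 in Table 4, was 4.25-fold lower with WPH and 5.59-fold lower with SPI on U57715_at (adjusted p = 4.31e-08 and 1.58e-08). Of the 5606 probe sets, 155 were lower and 49 higher with both diets, where independent lists of these sizes would share 16.1 and 7.41. Both comparisons use the same CAS arrays, which by itself raises the number shared. When wash round was a block, 119 were lower and 25 higher with both diets. Emb and Pgap2 were taken from Table 6 after its values were seen. Of the entries of Table 6, all 37 lower ones were called lower with WPH and 34 with SPI, and both higher ones were called with each diet. A group of 12 named genes, chosen after their values were seen, was bright with CAS alone, at a mean of at least 200 and at least 6-fold above the means of both other diets. This fold sets no floor under dim signals, and with the floor used for lower bounds some members fell short of 6-fold. Cuzd1, at least 5.87-fold with that floor, was the mildest case, and Wfdc6a, Cyp4f4, Pdzk1ip1 and Smcp fell further below. Cyp4f4 (U39206_at) averaged 416 with CAS, 63.8 with SPI and 64.7 with WPH. Smcp (X87884mRNA_s_at), the dimmest of the 12 with CAS, averaged only 242, 28.6 and 30.5. The group held Cd52, Defb1, Gstm1, Ptgds, Adam7, Sult1c2a, Cyp4f4, Cuzd1, Serpina1fl1, Smcp, a sperm protein, Pdzk1ip1, a membrane protein of epithelia, and Wfdc6a, a protease inhibitor. Pdzk1ip1 (rc_AA892264_at) averaged 356 with CAS, 47.9 with SPI and 19.2 with WPH, and Wfdc6a (rc_H33448_at) 537, 66.2 and 80.6.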

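Many transcripts moved in the same direction with SPI and WPH, some of them to a like degree. Slc22a5 (AB017260_s_at), which takes up carnitine, fell 3.95-fold with WPH and 3.81-fold with SPI against CAS (limma adjusted p = 3.28e-05 and 0.00011). Pmp22 (S55427_s_at), a myelin protein that epithelia also make, fell 1.84-fold and 1.89-fold (adjusted p = 9.73e-06 and 2.31e-05). Postn (rc_AA894092_at), a matrix protein of fibroblasts, rose 2.62-fold and 2.28-fold (adjusted p = 4.67e-06 and 5.11e-05), the latter not past the threshold with wash round as a block. Of 896 probe sets called with either diet, 92.3% changed in the same direction with both (95% exact binomial interval 90.4 to 94.0). Sharing the CAS arrays alone raises such a share. Among the 300 largest changes it was 88.7%, against 80.5% in simulated draws of unchanged diets with shared controls, and over all probe sets 77.1% against 66.7%. The correlation of the log2 changes across probe sets, which are not independent of each other, was 0.666 against 0.498 in the draws. Their covariance was 0.361 against 0.0343. The draws hold no changed transcripts and on average called 0 in the same direction with both diets, against 204 observed. They therefore give no baseline for large changes, nor for any peculiarity of the single CAS pool.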

More than 90% of identified genes in WPH and SPI animals showed the same direction of change relative to CAS. This is visually apparent in the hierarchical clustering output (Fig. 2).

**Table 2:** Down-regulated genes in rats fed with WPH diet*

Category and Gene Name	Probe Set GB Accession No.	Fold Change	P value
***Cell adhesion***			
Embigin	AJ009698	-6.57	0
Cadherin 17	L46874	-4.8	0.036
Cadherin	X78997	-3.36	0.004
Protein tyrosine phosphatase	M60103	-2.64	0.004
Cytokeratin-8	S76054	-2.71	0
Trans-Golgi network integral membrane protein TGN38	X53565	-4.92	0.012
Tumor-associated calcium signal transducer 1	AJ001044	-9.37	0.001
Claudin-3	AJ011656	-7.55	0.02
Claudin-9	AJ011811	-5.12	0
***Cell cycle/growth control***			
Mapk6	M64301	-2.61	0.003
Epithelial membrane protein 1	Z54212	-4.67	0.015
Glucagon	K02813	-7.73	0.005
Peptide tyrosine-tyrosine (YY)	M17523	-4.56	0.001
Src related tyrosine kinase	U09583	-3.31	0.033
FGF receptor activating protein	U57715	-4.25	0.002
Cyclin D1	D14014	-1.97	0.001
Neu oncogene	X03362	-2.61	0.017
***Defense/immunity protein***			
Seminal vesicle secretion protein iv	J00791	-5.35	0.001
Putative cell surface antigen	U89744	-5.22	0.008
Decay accelerating factor GPI	AF039583	-6.12	0
Beta defensin-1	AF093536	-26.78	0.001
***Detoxification/antioxidation***			
Glutathione S-transferase	J02810	-5.17	0
Glutathione S-transferase Yb	X04229	-9.33	0
	J03914	-2.43	0.002
Glutathione S-transferase, alpha 1	K01932	-3.07	0.002
Glutathione transferase, subunit 8	X62660	-6.42	0.001
Glutathione S-transferase Yc1	S72505	-3.69	0.004
Glutathione S-transferase Yc2	S72506	-21.38	0.008
N-acetyltransferase 1	U01348	-4.64	0.003
Cytochrome P450CMF1b	J02869	-8.23	0.001
Cytochrome P450 4F4	U39206	-6.43	0.004
Cytochrome P450 monooxygenase	U39943	-2.82	0.011
Cytochrome P450 pseudogene	U40004	-2.87	0
Cytochrome P450 3A9	U46118	-6.91	0
Cytochrome P450IVF	M94548	-5.78	0.002
Cytochrome P450, subfamily 51	U17697	-2.07	0.005
Alcohol dehydrogenase	M15327	-2.06	0.025
Aldehyde dehydrogenase	M23995	-10.56	0.035
	AF001898	-2.72	0.004
D-amino-acid oxidase	AB003400	-13.69	0
3-methylcholanthrene-inducible UDP-glucuronosyltransferase	S56937	-9	0
UDP-glucuronosyltransferase	D38062	-3.17	0.005
	D38065	-3.29	0.002
UDP glycosyltransferase 1	D83796	-6.87	0
	J02612	-6.58	0
	J05132	-4.03	0
***Metabolism***			
Meprin 1 alpha	S43408	-3.82	0.014
Brain serine protease bsp1	AJ005641	-4.42	0.007
Cystathionine gamma-lyase	D17370	-3.05	0.002
Cathepsin S	L03201	-2.62	0
Meprin beta-subunit	M88601	-5	0.004
Disintegrin and metalloprotease domain 7	X66140	-11.91	0
Fucosyltransferase 1	AB006137	-4.96	0.001
Fucosyltransferase 2	AB006138	-7.97	0.017
UDP-glucose:ceramide glycosyltransferase	AF047707	-2.86	0.007
Type II Hexokinase	D26393	-2.7	0.001
Hexokinase II	S56464	-4.45	0.007
CDP-diacylglycerol synthase	AB009999	-4.66	0
Carboxylesterase precursor	AB010635	-5.29	0.002
Fatty acid Coenzyme A ligase	AB012933	-2.5	0.041
3beta-HSD	L17138	-3.27	0
11-beta-hydroxylsteroid dehydrogenase type 2	U22424	-3	0.001
Peroxiredoxin 6	AF014009	-3.55	0.01
Platelet phospholipase A2	X51529	-3.25	0.001
***Ligand binding/carrier***			
Carnitine transporter	AB017260	-3.95	0.005
Chloride channel (ClC-2)	AF005720	-5.69	0.002
Putative potassium channel	AF022819	-4.84	0
Mitochondrial dicarboxylate carrier	AJ223355	-3.55	0.009
Aquaporin 3	D17695	-7.83	0
Na_H_Exchanger	L11236	-9.81	0.003
Angiotensin/vasopressin receptor (AII/AVP)	M85183	-3.3	0.002
H+, K+-ATPase	M90398	-13.87	0
Intestinal fatty acid binding protein	K01180	-7.29	0.001
Apolipoprotein A-I precursor	M00001	-3.45	0.023
Apolipoprotein A-I	J02597	-2.47	0.003
Sodium-hydrogen exchange protein-isoform 3	M85300	-7.36	0.004
Liver fatty acid binding protein	V01235	-2.62	0
Sodium transporter	X59677	-3.8	0
Cation transporter	X78855	-3.62	0.003
ATP-binding cassette	AB010467	-3.89	0.004
Methionine adenosyltransferase II, alpha	J05571	-2.91	0.007
Phenylalanine hydroxylase	M12337	-7.43	0
Carbonic anhydrase IV	S68245	-4.28	0.011
***Signal transduction***			
B7 antigen	X76697	-170.95	0.002
CD24 antigen	U49062	-3.08	0
Chemokine CX3C	AF030358	-5.04	0.011
Itmap1	AF022147	-7.5	0.001
HCNP	E05646	-2.5	0.001
Brain glucose-transporter protein	M13979	-2.97	0.019
Protein kinase C delta	M18330	-2.48	0.002
Guanylate cyclase 2C	M55636	-4.58	0.003
A2b-adenosine receptor	M91466	-2.8	0.04
Guanylate cyclase activator 2A	M95493	-4.18	0.005
Phospholipase C beta-3	M99567	-2.57	0.018
Tm4sf3	Y13275	-3.33	0
Phospholipase D	AB000778	-2.71	0.009
BEM-2	D45413	-6.41	0.015
Sgk	L01624	-3.93	0
***Stress response/apoptosis***			
Prostaglandin D synthetase	J04488	-43.11	0.009
GTP cyclohydrolase I	M58364	-3.26	0.014
***Structure proteins***			
Chromogranin B (Chgb)	AF019974	-2.56	0.005
Intestinal mucin	M76740	-5.09	0.002
Muc3	U76551	-11.07	0.006
Mucin-like protein	M81920	-11.97	0.001
Myosin 5B	U60416	-3.94	0
Keratin 18	X81448	-3.23	0.004
Keratin 19	X81449	-2.69	0.001
ZG-16p protein	Z30584	-4.43	0.002
Plasmolipin	Z49858	-7.2	0
Cytokeratin 21	M63665	-4.96	0
Syndecan	S61865	-3.3	0.006
Claudin 3	M74067	-6.68	0.01
***Transcription factor/regulator***			
Hepatocyte nuclear factor 3 gamma	AB017044	-6.96	0
Apolipoprotein B mRNA editing protein	L07114	-2.34	0
DNA-binding inhibitor	L23148	-4.1	0.01
Kruppel-like factor 4 (gut)	L26292	-3.08	0.017
***Others***			
Prolactin receptor	M74152	-3.26	0.014
LOC286964	U89280	-2.96	0.003
Ckmt1	X59737mRNA	-2.65	0.025
Arginase II	U90887	-23.69	0
Deleted in malignant brain tumors 1	U32681	-3.47	0.002
3' end GAA-triplet repeat	L13025	-2.73	0.001
Polymeric immunoglobulin receptor	L13235	-2.93	0.004

*Changes in gene expression were determined by t-test (DMT), comparative analysis (MAS 5.0), and SAM (Stanford). Gene expression profiles from CAS animals were used as control. *P *value and fold change are based on DMT analysis; whereas final genes listed met all of the analytical criteria as described in Methods.

**Table 3:** Up-regulated genes in rats fed with WPH diet*

Category and Gene Name	Probe Set GB Accession No.	Fold Change	P value
***Cell adhesion***			
Fibronectin	X05834	2.3	0
EGF-containing fibulin-like extracellular matrix protein 1	D89730	2.17	0.004
**Cell cycle/growth control**			
Somatostatin	M25890	2.72	0.001
Somatostatin-14	K02248	3.87	0.009
APEG-1	U57097	3.24	0.002
***Defense/immunity protein***			
IgG gamma heavy chain	M28670	2.21	0.009
T-cell receptor beta chain	X14319	2.14	0
Adipsin	M92059	3.21	0
***Ligand binding/carrier***			
Angiotensin receptor	M86912	2.75	0.017
Calretinin	X66974	2.52	0.005
Purkinje cell protein 4	M24852	3.06	0.001
Secretogranin III	U02983	2.77	0.005
Secretogranin II	M93669	2.84	0.001
Aquaporin 1	X67948	3.4	0.008
Cacna2d1	M86621	2.84	0
Retinol-binding protein	M10934	2.17	0.018
***Metabolism***			
Lipoprotein lipase	L03294	2.72	0
Ubiquitin carboxyl-terminal hydrolase	D10699	3	0.003
***Signal transduction***			
Thy-1 protein	X02002	2.89	0.002
CD3 gamma-chain	S79711	3.28	0.002
Synapsin	M27925	3.94	0.001
Alpha-actinin-2 associated LIM protein	AF002281	2.74	0.009
RESP18	L25633	2.74	0.033
T3 delta protein	X53430	2.75	0.003
Protein phosphatase inhibitor-1	J05592t	2.6	0.009
CART protein	U10071	2.16	0.001
Neuroendrocrine protein	M63901	3.7	0.006
Protein kinase C-binding protein Zeta1	U63740	3.14	0.003
cannabinoid receptor 1	X55812	2.17	0.002
Guanylyl cyclase A	J05677	3.18	0.007
Tachykinin 1	X56306	2.36	0.036
Protein tyrosine phosphatase	L19180	2.47	0.041
Argininosuccinate synthetase	X12459	4.69	0.004
***Stress response/apoptosis***			
Small inducible cytokine	Y08358	3.35	0.029
***Structure proteins***			
Fast myosin alkali light chain	L00088	4.52	0.03
Light molecular-weight neurofilament	AF031880	2.41	0
Neurofilament protein middle	Z12152	2.97	0.006
Alpha-tubulin	V01227	2.25	0
Peripherin	AF031878	2.82	0.007
***Transcription factor/regulator***			
snRNP	M29293	2.11	0.004
snRNP-associated polypeptide	X73411	3.33	0.002
***Others***			
C1-13 gene product	X52817	3.17	0
ND5, ND6	S46798	2.31	0.015
Sensory neuron synuclein	X86789	2.84	0

*Changes in gene expression were determined by t-test (DMT), comparative analysis (MAS 5.0), and SAM (Stanford). Gene expression profiles from CAS animals were used as control. *P *value and fold change are based on the DMT analysis; whereas listed genes met all of the analytical criteria as described in Methods.

**Table 4:** Down-regulated genes in rats fed with SPI diet*

Category and Gene Name	Probe Set GB Accession No.	Fold Change	P value
***Cell adhesion***			
Embigin	AJ009698	-5.13	0.001
***Cell Cycle/growth control***			
FGF receptor activating protein 1	U57715	-5.59	0.002
BEST5 protein	Y07704	-2.37	0.003
Peptide tyrosine-tyrosine (YY)	M17523	-3.91	0.002
Glucagon gene	K02813	-6.58	0.002
Epithelial membrane protein-1	Z54212	-3.47	0.017
Neu oncogene	X03362	-1.58	0.05
***Defense/immunity protein***			
Beta defensin-1	AF068860	-42.16	0.001
	AF093536	-10.2	0
**Detoxification/antioxidation**			
Glutathione S-transferase	J02810	-7.14	0
Glutathione S-transferase Yb	X04229	-11.71	0.001
Glutathione S-transferase, alpha 1	K01932	-4.18	0.004
Glutathione S-transferase Yc1	S72505	-5.23	0.001
Glutathione S-transferase Yc2	S72506	-5.27	0.012
	S82820	-3.45	0.006
Cytochrome P450 4F4 (CYP4F4)	U39206	-6.52	0.002
Cytochrome P450CMF1b	J02869	-4.12	0.002
Cytochrome P450 (CYP4F1)	M94548	-2.88	0.002
1-Cys peroxiredoxin	Y17295	-2.55	0.002
Metallothionein	M11794	-2.92	0.006
D-amino-acid oxidase	AB003400	-5.42	0
Peroxiredoxin 6	AF014009	-3.07	0.008
Phenylalanine hydroxylase	M12337	-10.99	0.001
***Metabolism***			
Dipeptidase	L07315	-3.08	0.001
Meprin beta-subunit	M88601	-3.27	0.001
Disintegrin and metalloprotease domain 7	X66140	-14.03	0
***Ligand binding/carrier***			
Carnitine transporter	AB017260	-3.81	0.003
Chloride channel (ClC-2)	AF005720	-3.26	0.001
Putative potassium channel	AF022819	-2.69	0.001
Mitochondrial dicarboxylate carrier	AJ223355	-2.54	0.01
Aquaporin 3	D17695	-4.13	0
Intestinal fatty acid binding protein	K01180	-4.43	0.005
Na_H_Exchanger	L11236	-4.47	0.002
H+, K+-ATPase	M90398	-2.52	0.001
Carbonic anhydrase IV	S68245	-4.28	0.005
Sodium transporter	X59677	-3.4	0
Phosphatidylethanolamine binding protein	X75253	-2.69	0
***Signal transduction***			
B7 antigen	X76697	-170.95	0.002
HCNP	E05646	-3.38	0
Itmap1	AF022147	-7.97	0.005
Guanylate cyclase activator 2A	M95493	-3.28	0.006
Sgk	L01624	-2.76	0
***Stress response/apoptosis***			
Prostaglandin D synthetase	J04488	-45.8	0.01
***Structure proteins***			
Muc3	U76551	-3.56	0.01
Intestinal mucin	M76740	-3.31	0.006
Mucin-like protein	M81920	-3	0
Plasmolipin	Z49858	-2.92	0.003
***Transcription factor/regulator***			
Testis specific X-linked gene	X99797	-6.91	0.003
***Others***			
Arginase II	U90887	-3.22	0
3-phosphoglycerate dehydrogenase	X97772	-4.15	0.017
Aldehyde dehydrogenase family 1	AF001898	-3.93	0.004

*Changes in gene expression were determined by t-test (DMT), comparative analysis (MAS 5.0), and SAM (Stanford). Gene expression profiles from CAS animals were used as control. *P *value and fold-change are based on the DMT analysis; whereas genes listed above met all of the analytical criteria as described in Methods.

**Table 5:** Up-regulated genes in rats fed with SPI diet*

Category and Gene Name	Probe Set GB Accession No.	Fold Change	P value
***Cell adhesion***			
Collagen alpha1 type I	Z78279	2.49	0
Secreted phosphoprotein 1	M14656	111.39	0.006
Matrix metalloproteinase 13	M60616	24.34	0.002
Regenerating islet	M62930	193.08	0.011
***Defense/immunity protein***			
Ig gamma-2a chain	L22654	115.17	0.001
Ig gamma heavy chain	M28670	3.22	0
Ig germline kappa-chain C-region	M18528	2.48	0.038
Ig light-chain	U39609	2.63	0.021
Fc-gamma	M32062	4.72	0.017
***Detoxification***			
Glutathione S-transferase 1	J03752	2.86	0
Glutathione-S-transferase,alpha type2	K00136	2.56	0.009
UDP glucuronosyltransferase	D38066	2.83	0.014
***Metabolism***			
Matrix metalloproteinase 7	L24374	3.63	0.02
lysozyme	rc_AA892775	2.77	0
Matrix metalloproteinase 12	X98517	11.8	0.013
Mitochondrial carbamyl phosphate synthetase I	M12335	59.25	0.001
Aldolase B, exon 9	X02291	8.7	0.01
Aldolase B, exon 2	X02284	2.71	0.001
***Signal transduction***			
MHC class II antigen RT1.B-1 beta-chain	X56596	2.55	0.001
CD3 gamma-chain	S79711	4.51	0.001
***Ligand binding/carrier***			
Intracellular calcium-binding protein	L18948	28.29	0.014
Retinol binding protein II	M13949	5.11	0.001
Apolipoprotein B	M27440	6.47	0.024
Apolipoprotein A-I	J02597	2.49	0.004
Iron ion transporter	AF008439	18.78	0.008
***Stress response/apoptosis***			
Heme oxygenase	J02722	9.66	0.002
JE product	X17053	3.52	0.001
Pancreatitis-associated protein	M98049	68.39	0.004
Pancreatitis associated protein III	L20869	15.35	0
Reg protein	E01983	30.25	0.001
**Others**			
Histamine N-tele-methyltransferase	S82579	6.17	0.04

*Changes in gene expression were determined by t-test (DMT), comparative analysis (MAS 5.0), and SAM (Stanford). Gene expression profiles from CAS animals were used as control. *P *value and fold-change are based on the DMT analysis; whereas final listed genes met all of the analytical criteria as described in the Methods.

**Table 6:** Genes co-regulated with WPH and SPI diet*

Category and Gene Name	Probe Set GB Accession No.	Fold Change in WPH	P value	Fold Change in SPI	P value
***Down-regulated genes***					
Embigin	AJ009698	-6.57	0	-5.13	0.001
Epithelial membrane protein 1	Z54212	-4.67	0.015	-3.47	0.017
Glucagon	K02813	-7.73	0.005	-6.58	0.002
Peptide tyrosine-tyrosine (YY)	M17523	-4.56	0.001	-3.91	0.002
FGF receptor activating protein	U57715	-4.25	0.002	-5.59	0.002
Neu oncogene	X03362	-2.61	0.017	-1.58	0.05
CD52 antigen	X76697	-170.95	0.002	-170.95	0.002
Beta defensin-1	AF068860	-54.48	0.001	-42.16	0.001
Glutathione S-transferase	J02810	-5.17	0	-7.14	0
Glutathione S-transferase Yb	X04229	-9.33	0	-11.71	0.001
Glutathione S-transferase, alpha 1	K01932	-3.07	0.002	-4.18	0.004
Glutathione S-transferase Yc1	S72505	-3.69	0.004	-5.23	0.001
Glutathione S-transferase Yc2	S72506	-21.38	0.008	-5.27	0.012
Cytochrome P450CMF1b	J02869	-8.23	0.001	-4.12	0.002
Cytochrome P450 4F4	U39206	-6.43	0.004	-6.52	0.002
Cytochrome P450IVF	M94548	-5.78	0.002	-2.88	0.002
D-amino-acid oxidase	AB003400	-13.69	0	-5.42	0
Meprin beta-subunit	M88601	-5	0.004	-3.27	0.001
Disintegrin and metalloprotease domain 7	X66140	-11.91	0	-14.03	0
Carnitine transporter	AB017260	-3.95	0.005	-3.81	0.003
Chloride channel (ClC-2)	AF005720	-5.69	0.002	-3.26	0.001
Putative potassium channel	AF022819	-4.84	0	-2.69	0.001
Mitochondrial dicarboxylate carrier	AJ223355	-3.55	0.009	-2.54	0.01
Aquaporin 3	D17695	-7.83	0	-4.13	0
Na_H_Exchanger	L11236	-9.81	0.003	-4.47	0.002
H+, K+-ATPase	M90398	-13.87	0	-2.52	0.001
Fatty acid binding protein 1	K01180	-7.29	0.001	-4.43	0.005
Sodium transporter	X59677	-3.8	0	-3.4	0
Carbonic anhydrase IV	S68245	-4.28	0.011	-4.28	0.005
Itmap1	AF022147	-7.5	0.001	-7.97	0.005
HCNP	E05646	-2.5	0.001	-3.38	0
Guanylate cyclase activator 2A	M95493	-4.18	0.005	-3.28	0.006
Sgk	L01624	-3.93	0	-2.76	0
Prostaglandin D synthetase	J04488	-43.11	0.009	-45.8	0.01
Mucin 3	M76740	-5.09	0.002	-3.31	0.006
Mucin-like protein	M81920	-11.97	0.001	-3	0
Plasmolipin	Z49858	-7.2	0	-2.92	0.003
***Up-regulated genes***					
Ig gamma heavy chain	M28670	2.21	0.009	3.22	0
CD3 gamma-chain	S79711	3.28	0.002	4.51	0.001

*Changes in gene expression were determined by t-test (DMT), comparative analysis (MAS 5.0), and SAM (Stanford). Gene expression profiles from CAS animals were used as control. *P *value and fold change are based on the DMT analysis; whereas final listed genes met all of the analytical criteria described in Methods.

### Gene expression: effects of WPH

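Among the genes of Tables 2 and 3, those of detoxification and most of those of cell adhesion were lower with WPH. Of the entries of Tables 2 and 3, all 123 lower and all 44 higher ones moved in the direction of the table, and 120 and 44 of them were called. These genes were picked by the study on the same arrays, so that their direction is not independent evidence. All 25 detoxification entries were lower, by a median of 3.84-fold. Of 11 cell adhesion entries, 9 were lower, led by Epcam, an adhesion molecule of epithelial cells, at 9.37-fold, and by claudin-3 (Cldn3, AJ011656cds_s_at), a tight junction protein chosen after its value was seen, at 7.55-fold. Fibronectin (Fn1, X05834_at), a matrix protein, was 2.30-fold higher (limma adjusted p = 4.73e-07). Of 20 metabolism entries, 18 were lower, and so were 19 of 27 carriers and ligands and 12 of 17 structural proteins. Signal transduction was split evenly, with 15 higher and 15 lower of 30 entries. The higher ones included secretogranin V (Scg5, M63901_g_at), a chaperone of hormone-secreting cells, at 3.70-fold (adjusted p = 1.51e-06).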

As based on Gene Ontology (GO) annotations, the 44 up-regulated and 119 down-regulated genes of the WPH group belong to multiple functional categories including cell adhesion (n = 10), cell cycle and growth control (n = 10), detoxification (n = 17), defense and immunity (n = 7), signal transduction (n = 29), transcriptional regulation (n = 6), metabolism (n = 19), ligands and carriers (n = 27), cell death (n = 3), structural proteins (n = 16), and others (Tables 2 &3). 

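Argininosuccinate synthetase (Ass1), which makes the precursor of arginine, rose most with WPH among the induced genes of the study tables. The Ass1 signal on X12459_at was 331 ± 26.6 (SD, n = 3) with CAS, 760 ± 34.6 with SPI and 1552 ± 146 with WPH. This is 4.69-fold higher with WPH (limma adjusted p = 8.79e-08) and 2.30-fold with SPI (adjusted p = 2.22e-05), with every array of either diet above every CAS array. The difference between SPI and WPH was itself significant (adjusted p = 7.78e-05). A small nuclear ribonucleoparticle transcript (M29293_at), which carries no single gene symbol, rose from 699 ± 8.51 to 931 ± 50.7 with SPI and 1474 ± 85.0 with WPH. It was 2.11-fold higher with WPH (adjusted p = 4.2e-06) and 1.33-fold with SPI (adjusted p = 0.00864, or 0.391 with wash round as a block).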

The fold change for up-regulated genes ranged between 2.1 [small nuclear ribonucleoparticle-associated protein (snRNP)] to 4.7 (argininosuccinate synthetase), whereas down-regulated genes exhibited fold changes between 2.0 (cyclin D1) and 171 (CD52 antigen).

Lifetime ingestion of WPH affected the expression of xenobiotic metabolism-related enzymes including several of the cytochrome P450s and glutathione S-transferases, alcohol dehydrogenase (ADH), and UDP-glucuronosyltransferase. 

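Many enzymes that oxidize foreign compounds or conjugate them were lower with WPH, and fewer were higher. Cytochrome P450 3A9 (Cyp3a9, U46118_at), a steroid and drug oxidase, had a signal of 2481 ± 71.5 (SD, n = 3) with CAS, 2626 ± 109 with SPI and 359 ± 52.4 with WPH. It was 6.91-fold lower with WPH (adjusted p = 2.26e-08) but not changed with SPI (adjusted p = 0.673), and SPI and WPH differed (adjusted p = 2.39e-08). Cyp4f1 (M94548_at), a fatty acid hydroxylase, was 5.78-fold lower with WPH and 2.88-fold with SPI (adjusted p = 8.98e-08 and 1.02e-05). Of 28 cytochrome P450 genes, 9 were lower and 2 higher with each diet at an adjusted p under 0.05, which is how members of every list are counted, the same numbers adjusted over the list alone with WPH and 10 lower with SPI. Their median log2 change was -0.26 with WPH and -0.33 with SPI (camera adjusted p = 0.00692 and 0.00114, or 0.218 and 0.151 with an estimated correlation), and -0.11 and -0.32 with genes near background at their bound. Between SPI and WPH the P450 median was -0.06 while the test pointed up (adjusted p = 0.357). Of 15 glutathione S-transferase genes, which conjugate electrophiles, 10 were lower with WPH and 8 with SPI, 1 being higher with each (10 and 9 lower adjusted over the list alone). The medians were -0.77 and -0.53 (camera adjusted p = 4.19e-05 and 3.63e-05). Gstm1 (X04229cds_s_at) fell from 6807 ± 263 to 730 ± 41.9 with WPH and 582 ± 7.07 with SPI, while Mgst1, the membrane-bound form (J03752_at), rose 2.86-fold with SPI (adjusted p = 9.23e-06). Alcohol dehydrogenase 1 (Adh1c, M15327_at) was 2.06-fold lower with WPH (adjusted p = 0.00156), and Aldh1a1 (AF001898_at), which makes retinoic acid, was 2.72-fold lower with WPH and 3.93-fold with SPI (adjusted p = 3.09e-07 and 5.38e-08). Of 9 alcohol and aldehyde dehydrogenases, 5 were lower with WPH and 4 with SPI and 1 was higher with each, also adjusted over the list alone (median log2 change -0.40 and -0.42, camera adjusted p = 0.0537 and 0.0166, the latter 0.0914 with an estimated correlation and 0.0687 with wash round as a block). The 6 UDP-glucuronosyltransferase and UDP glycosyltransferase 1 entries of Table 2, enzymes that add glucuronic acid, were 3.17-fold to 9.00-fold lower with WPH, but their probe sets carry no single gene symbol. The 10 sulfotransferases and other conjugating genes with a symbol gave medians of -0.22 with WPH, where 2 were higher and 3 lower (3 and 4 adjusted over the list alone), and -0.16 with SPI, where 2 were lower (2 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.45 and 0.366). With genes near background at their bound, the WPH median was -0.01.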

Cytochrome P450 enzymes and ADH are considered to play key roles in activation of the proximate carcinogen from AOM [29]. Down-regulation of expression of Phase I detoxification enzymes by WPH might therefore diminish AOM-induced DNA adducts and genomic instability. 

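Cyclin D1 (Ccnd1) drives cells into division, Erbb2 is a growth factor receptor, Mapk6 is a kinase, and glucagon (Gcg) and peptide YY (Pyy) are hormones of colonic endocrine cells. All of these were lower with WPH than with CAS, and somatostatin (Sst), which restrains secretion and growth, was higher. Ccnd1 (D14014_at) gave 2031 ± 229 (SD, n = 3) with CAS, 1732 ± 227 with SPI and 1164 ± 139 with WPH, 1.75-fold lower with WPH (limma adjusted p = 0.000459). Erbb2 (X03362_at) gave 437 ± 68.9, 276 ± 16.2 and 167 ± 15.9, a log2 change of -1.38 with WPH (adjusted p = 3.33e-05). Mapk6 (M64301_g_at) gave 1891 ± 131, 1131 ± 97.0 and 917 ± 66.9, a log2 change of -1.05 with WPH (adjusted p = 1.24e-05). Gcg (K02813_at) fell from 156 ± 17.6 to under 100 on every SPI and WPH array, at least 1.56-fold lower with WPH (adjusted p = 0.0006). Pyy (M17523mRNA_g_at) fell from 694 ± 72.6 to 152 ± 38.8 with WPH, 4.56-fold (adjusted p = 6.51e-06). Sst (K02248cds_s_at) rose from 221 ± 12.7 to 856 ± 107 with WPH, 3.87-fold (adjusted p = 7.62e-07). Every WPH array lay beyond every CAS array for these genes. Of 33 cell cycle and growth genes, 11 were lower and 1 higher with WPH, and 8 were lower with SPI (11 and 9 lower adjusted over the list alone). Their median log2 change was -0.41 with WPH and -0.23 with SPI (camera adjusted p = 0.00488 and 0.017, or 0.0831 and 0.108 with an estimated correlation). The WPH median was -0.25 with genes near background at their bound, the SPI call was lost with wash round as a block (adjusted p = 0.0554), and the difference between the diets did not pass (adjusted p = 0.0539). Top2a (rc_AA899854_at), a topoisomerase of dividing cells, fell 2.48-fold with WPH (adjusted p = 1.32e-05). A list of 31 epithelial genes fell further, by medians of -2.05 with WPH and -0.75 with SPI. Whether growth genes fell apart from epithelial ones was not tested.

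**Figure D1:**
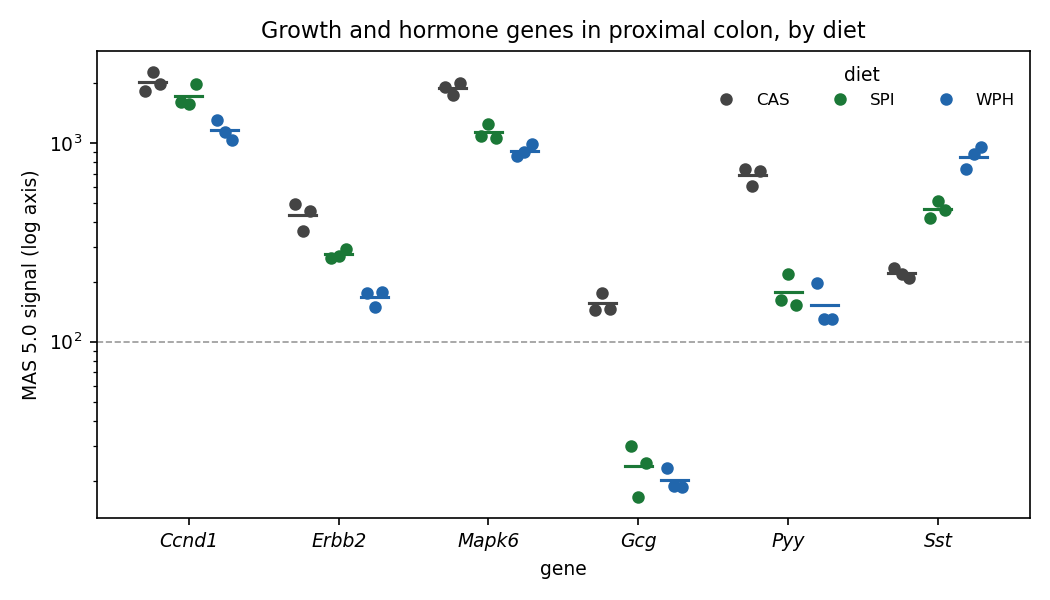
Signal per array (points, log axis) and mean (bar) of Ccnd1, Erbb2, Mapk6, Gcg, Pyy and Sst with CAS, SPI and WPH, 3 arrays each, with a dashed line at 100. Sst rises from 221 with CAS to 856 with WPH while the others fall.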

Consistent with results from a study in which whey proteins inhibited cell proliferation *in vitro *[11], lifetime feeding of WPH was associated with changes in expression of genes involved in cell cycle control and proliferation; cyclin D1, neu oncogene, mapk6, glucagon, and peptide YY (PYY) genes were down-regulated, whereas the expression of somatostatin, a growth-inhibitory peptide was induced. WPH altered expression of genes involved in cellular defense. 

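Defense transcripts moved both ways with WPH. β-Defensin-1 (Defb1), an antibacterial peptide of epithelia, nearly vanished from the pooled RNA, and adipsin (Cfd), a complement protease, rose with antigen receptor chains. The paper lists RT-PCR primers for Defb1, but Defb1 is not among the genes it reports as significantly changed in single rats. Defb1 (AF093536_at) fell from 2238 ± 102 (SD, n = 3) with CAS to 219 ± 81.0 with SPI and to 83.6 ± 8.19 with WPH, at least 22.4-fold lower with WPH (limma adjusted p = 1.2e-07). A second probe set, AF068860_s_at, fell from 3153 ± 195 to 74.8 ± 23.2 with SPI and 57.9 ± 49.9 with WPH. Cfd (M92059_s_at) rose from 1277 ± 110 to 2460.4 ± 86.7 with SPI and 4098 ± 97.5 with WPH, 3.21-fold with WPH (adjusted p = 1.17e-07). The immunoglobulin gamma heavy chain (M28670_at) rose from 85.2 ± 16.7 to 276 ± 3.29 with WPH and 275 ± 19.6 with SPI (adjusted p = 1.49e-05 and 4.95e-05). The T-cell receptor beta chain (X14319cds_g_at) rose 2.14-fold with WPH, from 344 ± 34.8 to 736 ± 34.2 (adjusted p = 4.12e-05). Seminal vesicle secretion protein IV (Svs4, J00791_s_at), made by the male accessory glands, fell from 299 ± 18.7 to 55.9 ± 4.31 with WPH, at least 2.99-fold (adjusted p = 1.51e-06), and did not pass with SPI (adjusted p = 0.121). Of 8 seminal vesicle and prostate genes, 4 were lower with WPH, and 2 lower and 1 higher with SPI (4, 2 and 2 adjusted over the list alone), with medians of -0.58 and -0.31 (camera adjusted p = 0.144 and 0.483, or 0.218 and 0.529 with an estimated correlation). With wash round as a block, at the preset correlation, this list passed with WPH (median -0.75, adjusted p = 0.0437). Of 6 testis genes, 2 were lower with each diet, and the median was 0.05 with WPH, where the test pointed down (camera adjusted p = 0.45), and -0.44 with SPI (adjusted p = 0.0241, or 0.103 with an estimated correlation and 0.0718 with the block).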

Induced genes included Ig gamma heavy chain, adipsin, and T-cell receptor beta chain, whereas expression of the antibacterial peptide beta defensin-1 and seminal vesicle secretion protein IV (SVS IV) were down-regulated. About 20% of WPH-affected genes are involved in cell signaling; these include guanylate cyclase 2C, protein kinase C delta, and synapsin. Additionally, genes encoding ligands or membrane channels [i.e., chloride channel, intestinal fatty acid binding protein (I-FABP), apoliprotein A-I (Apo-AI), Na+, K+-ATPase, and sodium transporter] were down-regulated by WPH, whereas calretinin and retinol binding protein (RBP) levels were increased.

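Guanylate cyclase 2C (Gucy2c), the epithelial receptor of guanylin, and protein kinase Cδ (Prkcd) fell with WPH, and synapsin II (Syn2), a protein of nerve terminals, rose. Gucy2c (M55636_at) gave 1715 ± 135 (SD, n = 3) with CAS, 943 ± 14.6 with SPI and 375 ± 23.9 with WPH, 4.58-fold lower with WPH (limma adjusted p = 4.82e-08). Guanylin itself (Guca2a, M95493_at) was 3.28-fold lower with SPI (adjusted p = 4.94e-07). Prkcd (M18330_g_at) gave 1921 ± 95.0, 1270.5 ± 159 and 936 ± 29.4, and was 2.05-fold lower with WPH (adjusted p = 1.41e-05). Syn2 (M27925_at) gave 115 ± 8.13, 222 ± 3.30 and 453 ± 28.9, and was 3.94-fold higher with WPH (adjusted p = 8.68e-07). Gucy2c, Prkcd and Syn2 changed in the same direction with SPI, but these changes did not pass with wash round as a block (adjusted p = 0.0916, 0.135 and 0.0626).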

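Most genes of ion and water transport fell with WPH, while calretinin, retinol binding protein and aquaporin 1 rose. The H+,K+-ATPase of the colon (Atp12a, M90398_at), which absorbs potassium, fell from 1020 ± 50.5 (SD, n = 3) with CAS to 405 ± 13.3 with SPI and 73.5 ± 19.9 with WPH, at least 10.2-fold lower with WPH (limma adjusted p = 6.13e-08). The sodium-hydrogen exchanger Slc9a3 (M85300_at) fell 7.36-fold with WPH (adjusted p = 4.53e-08). A chloride channel transcript (AF005720mRNA#3_s_at) fell from 806 ± 67.7 to 247 ± 49.4 with SPI and 142 ± 15.1 with WPH, and a sodium transporter (X59677mRNA_s_at) from 8572 ± 149 to 2520.2 ± 147 and 2256 ± 406. Fabp2 (K01180_at), which binds fatty acids in enterocytes, fell from 1656 ± 176 to 374 ± 29.0 with SPI and 227 ± 116 with WPH, 7.29-fold with WPH (adjusted p = 3.74e-05). Calretinin (Calb2, X66974_at), a calcium buffer of enteric neurons, rose from 1009 ± 120 to 1514 ± 284 with SPI and 2537 ± 286 with WPH, 2.52-fold with WPH (adjusted p = 2.54e-05). Retinol binding protein (Rbp4, M10934_s_at) rose from 491 ± 51.3 to 839 ± 203 with SPI and 1065 ± 161 with WPH, 2.17-fold with WPH (adjusted p = 0.000552). Aquaporin 1 (Aqp1, X67948_at), a water channel of vessels, rose 3.40-fold with WPH (adjusted p = 1.24e-05). Of 24 genes of ion and water transport, 20 were lower and 2 higher with WPH, and 17 lower and 2 higher with SPI (20 and 19 lower adjusted over the list alone). The medians were -1.58 and -0.82, or -1.25 and -0.82 with genes near background at their bound (camera adjusted p = 1.2e-11 and 2.08e-10). SPI stood above WPH by a median of 0.50 (adjusted p = 1.19e-07). Of these 24 genes, 11 are in the study tables. Some, such as Slc9a3 and Aqp8, also belong to a list of epithelial genes, whose medians were -2.05 with WPH and -0.75 with SPI. Whether transport genes fell apart from epithelial ones was not tested. Of 31 lipid and sterol genes, 16 were lower and 2 higher with WPH and 9 lower and 3 higher with SPI, also adjusted over the list alone (medians -0.44 and -0.21, camera adjusted p = 0.000356 and 0.00463, or 0.0556 and 0.0935 with an estimated correlation, and 0.0554 for SPI with wash round as a block). The SPI changes of Atp12a, Calb2, Fabp2 and Rbp4 did not pass with wash round as a block (adjusted p = 0.112, 0.106, 0.349 and 0.648).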

### Gene expression: effects of SPI

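Reg proteins, which epithelia secrete during repair, and osteopontin (Spp1), a matrix phosphoprotein, were among the largest increases with SPI. This holds among called probe sets with 1 gene symbol. Reg3b (M98049_s_at) rose from 225 ± 33.8 (SD, n = 3) with CAS to 15384 ± 1658 with SPI, 68.4-fold (limma adjusted p = 3.07e-10), and Reg3g (L20869_at) 15.4-fold to 21085 ± 371 (adjusted p = 3.07e-10). Reg1a (E01983cds_s_at) was at least 20.1-fold higher, and Spp1 (M14656_at) at least 61.3-fold, at 6129.6 ± 793 with SPI (adjusted p = 4.5e-08 and 3.52e-09). Collagenase 3 (Mmp13, M60616_at) was at least 5.63-fold higher (adjusted p = 4.16e-05). The iron transporter Slc11a2 (AF008439_g_at) rose from 504 ± 22.9 to 6632 ± 567 (adjusted p = 7.55e-10), and Cps1 (M12335expandedCDS_s_at), the first enzyme of the urea cycle, was at least 21.1-fold higher at 2109 ± 135 (adjusted p = 1.73e-09). None of these rises was matched with WPH, where Reg3g was 1.87-fold lower than with CAS (adjusted p = 1.37e-05) and Reg3b 2.01-fold higher. Of 28 genes of inflammation and repair, 15 were higher and 1 lower with SPI (18 and 2 adjusted over the list alone), with a median of 0.98, or 0.64 with genes near background at their bound (camera adjusted p = 1.08e-08). With WPH, 7 were higher and 7 lower, and the median of 0.02 and the test, which pointed down, differed in sign (adjusted p = 0.697). Of the entries of Tables 4 and 5, all 51 lower and all 31 higher ones moved in the table's direction, and 48 and 29 were called. The 14 entries of detoxification and antioxidation in Table 4 were lower by a median of 3.79-fold, and the 3 of detoxification in Table 5 higher by a median of 2.56-fold, 1 of them called. Of 7 defense entries 5 were higher, and of 16 ligands and carriers 11 were lower. The SPI changes of Reg3b, Reg3g, Spp1, Slc11a2 and Cps1 passed with wash round as a block.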

Colon genes, whose mRNA expression was affected by ingestion of SPI, fell into multiple functional categories including cell adhesion (n = 4), cell cycle and growth control (n = 6), detoxification (n = 18), defense and immunity (n = 6), signal transduction (n = 4), transcriptional regulation (n = 1), metabolism (n = 8), ligands and carrier proteins (n = 17), cell death proteins (n = 5), and structural proteins (n = 3) (Tables 4 &5).

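Lists of genes for parts of the colon wall moved in the same direction with WPH and SPI. Genes of the absorptive epithelium and of mucus-secreting goblet cells fell, and genes of enteric neurons, smooth muscle and connective tissue rose. Epcam (AJ001044cds_at) gave 4124 ± 178 (SD, n = 3) with CAS, 2299 ± 138 with SPI and 440 ± 26.6 with WPH, and Muc2 (M81920_at), the main colonic mucin, 16612 ± 1119, 5532 ± 1131 and 1387 ± 305. Muc3 (U76551_at), a mucin of the cell membrane, gave 6901 ± 885, 1936 ± 104 and 623 ± 66.2. In the other direction, Uchl1 (rc_AA859882_s_at), a protein of neurons, gave 1054 ± 95.7, 2253 ± 412 and 3553 ± 225, and Myh11 (X16262_s_at), the myosin of smooth muscle, 13381 ± 634, 20305 ± 984 and 29132 ± 1857. The 30 lists of genes were written after the paper's tables had been read, so that members picked by the study are not independent evidence. Members of a list count as higher or lower at an adjusted p under 0.05, with no fold minimum. Of 31 epithelial genes, 20 of them in the study tables, 29 were lower with WPH and 21 with SPI (29 and 22 adjusted over the list alone), with medians of -2.05 and -0.75 (camera adjusted p = 5.01e-23 and 7.58e-12). Of 11 goblet cell genes, 6 in the study tables, 9 were lower with WPH and 4 with SPI, where 2 were higher (medians -1.60 and -0.34, adjusted p = 1.14e-06 and 0.0241, the latter 0.103 with an estimated correlation). Of 39 neuronal genes, 13 in the study tables, 34 were higher with WPH and 24 with SPI (35 and 28 adjusted over the list alone, with 1 lower with SPI), with medians of 1.12 and 0.55 (adjusted p = 4.61e-14 and 7.04e-11). None of the 18 listed smooth muscle genes is in the study tables, and 14 were higher with each diet and 1 lower with WPH (14, 15 and 1 adjusted over the list alone, medians 0.97 and 0.49, adjusted p = 9.98e-07 and 5.19e-08, and 0.36 and 0.26 after quantile normalization). Of 31 connective tissue genes, 21 were higher with WPH and 19 with SPI and 2 were lower with SPI (22, 20 and 2 adjusted over the list alone), with medians of 0.72 and 0.62 (adjusted p = 5.24e-07 and 6.22e-10). SPI stood between CAS and WPH for 4 of these lists, its median against WPH being 1.31 for epithelium, 1.26 for goblet cells, -0.57 for neurons and -0.47 for smooth muscle (adjusted p = 4.85e-25, 3.43e-09, 1.58e-10 and 0.000612, the last 0.0724 with an estimated correlation). For connective tissue no difference between SPI and WPH was detected (median -0.12, adjusted p = 0.5). After quantile normalization the smooth muscle median between SPI and WPH was -0.10, which did not pass (adjusted p = 0.241). The SPI change of Muc2 did not pass with wash round as a block (adjusted p = 0.0749). Of 43 ribosomal protein genes, 29 rose with WPH and 22 with SPI (31 and 22 adjusted over the list alone), with medians of 0.47 and 0.29 (adjusted p = 9.06e-08 and 5.19e-08, or 0.0533 and 0.0474 with an estimated correlation) and 0.23 and 0.18 after quantile normalization. With an estimated correlation, 7 of 15 list calls held for WPH, 9 of 19 for SPI and 6 of 12 for SPI against WPH. Against CAS, epithelium, neurons, smooth muscle, connective tissue, glutathione S-transferases and ion transport held with both diets, goblet cells with WPH, and inflammation, small intestine and ribosomal proteins with SPI. Between SPI and WPH, epithelium, goblet cells, neurons, inflammation, small intestine and ion transport held. When wash round was a block, 13 of the 15, 13 of the 19 and 10 of the 12 calls held. The lists of epithelium, goblet cells, neurons and smooth muscle changed in the order CAS, SPI, WPH, in which the 3' to 5' ratio of β-actin also rose.

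**Figure D2:**
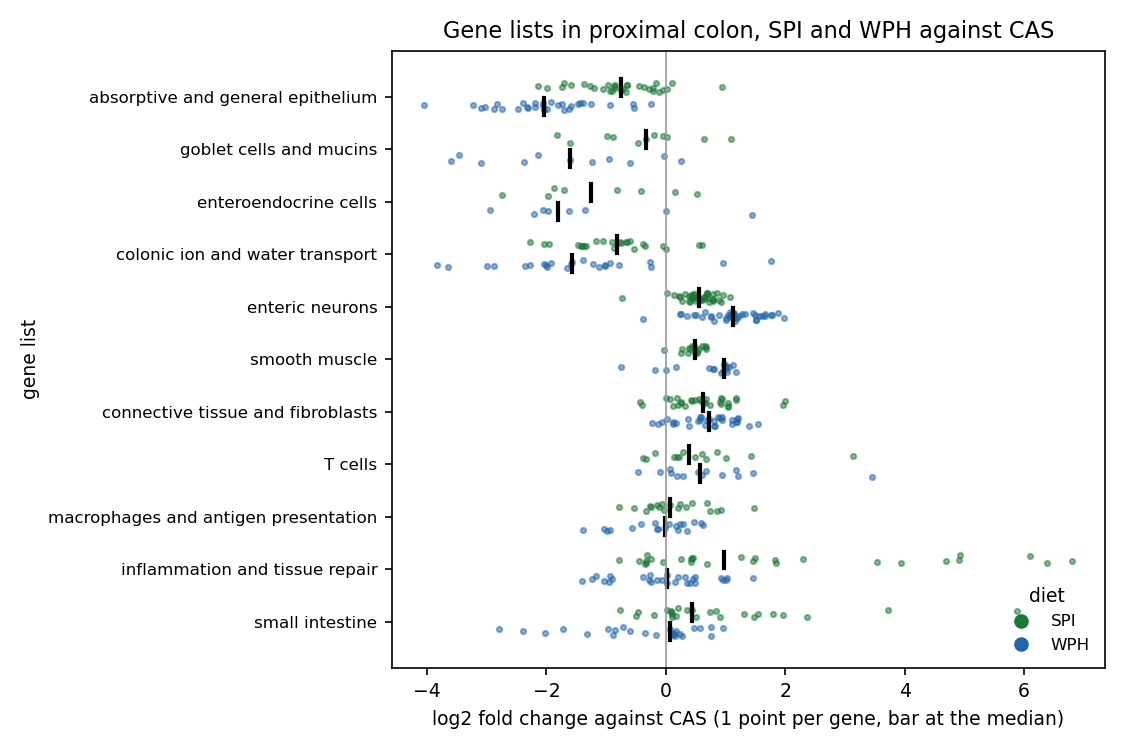
Log2 change against CAS of the genes of 11 lists with SPI (green) and WPH (blue), 1 point per gene and a bar at the median. Epithelial genes lie at a median of -2.05 with WPH and neuronal genes at 1.12, with SPI between 0 and WPH in both, and no called list changes its sign under quantile normalization.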

Relative abundance of numerous transcripts was changed in the same direction by WPH and SPI (Fig. 2). However, some exceptions were noted. For example, mRNA encoding Apo-AI was down-regulated by WPH, but elevated by SPI. 

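Apolipoprotein A-I (Apoa1), the main protein of high-density lipoprotein, fell with WPH and rose with SPI. On J02597cds_s_at its signal was 550 ± 61.4 (SD, n = 3) with CAS, 1369.8 ± 141 with SPI and 223 ± 36.8 with WPH. This is a log2 change of -1.31 with WPH (limma adjusted p = 3.09e-05) and of 1.32 with SPI (adjusted p = 8.64e-05, or 0.0687 with wash round as a block). The difference between SPI and WPH was 2.63 (adjusted p = 3.51e-07), and 2.58 with the block (adjusted p = 5.75e-05). A second probe set, M00001_i_at, changed by -2.12 and 1.47 (adjusted p = 0.00332 and 0.0411), but with the block its SPI change was 0.65 and did not pass (adjusted p = 0.769). In all, 13 probe sets were called in opposite directions, 3 of them higher with WPH and lower with SPI and 10 the reverse, against 10.4 and 11.5 for independent lists of these sizes. Rbp2 (M13949_at), which carries retinol in small intestinal enterocytes, was 5.11-fold higher with SPI and under 100 on every WPH array. Gpx2 (rc_AA800587_at), a glutathione peroxidase of the gut, changed by -1.84 with WPH and 1.03 with SPI, Papss2 (rc_AA893244_at), which makes the sulfate donor, by -1.20 and 1.90, and Tkfc (rc_H31813_at), a kinase of fructose metabolism, by -1.44 and 1.83. The inflammatory Lcn2 (rc_AA946503_at) and Il1a (D00403_at) were higher with SPI and lower with WPH, while albumin (Alb, rc_AA866237_s_at) and transthyretin (Ttr, rc_AA945169_g_at), which the liver secretes, did the opposite. Given the block, the SPI changes of Rbp2 and Alb and the WPH change of Lcn2 did not pass (adjusted p = 0.142, 0.124 and 0.24). Gpx2, Papss2 and Tkfc were named after their values were seen. Of 13 liver genes, 4 were higher with WPH, and 5 lower and 1 higher with SPI, also adjusted over the list alone, with medians of 0.62 and -0.49 (camera adjusted p = 0.0233 and 0.0271, or 0.193 and 0.205 with an estimated correlation, and 0.0952 for SPI with the block). With genes near background at their bound, the WPH median was 0.60 and the SPI median 0. Of 25 small intestinal genes, 10 were higher and 2 lower with SPI (12 and 2 adjusted over the list alone), with a median of 0.43, or 0.22 with genes near background at their bound (adjusted p = 1.56e-05). With WPH, 4 were higher and 7 lower, the median being 0.07 while the test pointed down (adjusted p = 0.234).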

Apo-AI is the major determinant of the capacity of HDL particles to promote cholesterol efflux and this protein is associated with the inhibition of atherosclerosis [30]. However, the impact of differential response of Apo-AI to WPH and SPI on anti-tumorigenesis is unknown.

### Confirmation of differential gene expression

We performed quantitative real-time RT-PCR on selected genes to confirm the microarray results. Based upon known associations with cell proliferation or differentiation, 14 genes were chosen for further study. Included in this group was BTEB2; this gene was not present on the microarrays but was included in RT-PCR analysis due to its significant expression in intestine and involvement in cell proliferation [see discussion]. As shown in Figure 3, eight genes were confirmed to be differentially expressed: these included the gastrointestinal hormone genes PYY (12.9-fold down-regulated in WPH fed rats; P = 0.004), glucagon (17.8-fold down-regulated in WPH fed rats; P = 0.005), and somatostatin (3.92-, 2.65-fold up-regulated in SPI and WPH fed rats; P = 0.05, P = 0.025, respectively); cyclin D1 (1.6-, 2.4-fold down-regulated in SPI and WPH fed rats; P = 0.033, P = 0.001, respectively); BTEB2 (1.9-, 6.7-fold down-regulated in SPI and WPH fed rats; P = 0.024, P < 0.001, respectively); c-neu proto-oncogene (2.5-, 4.1-fold down-regulated in SPI and WPH fed rats; P < 0.001, P < 0.001, respectively); the colonocyte differentiation marker I-FABP (2.9-, 4.0-fold down-regulated in SPI and WPH fed rats; P = 0.023, P = 0.01, respectively); and the mucin, MUC3 (2.78-, 4.05-fold down-regulated in SPI and WPH fed rats; P < 0.001, P < 0.001, respectively). Differential expression of five other genes was not confirmed statistically, due to individual animal variation in the transcript levels; however, the mean-fold changes for mRNA abundance were greater than two and in agreement with the corresponding microarray results for these genes. Only one of the selected genes – retinol binding protein (RBP), failed to exhibit greater than a 2-fold change (in the predicted direction) at the mRNA level by real-time RT-PCR.

**Figure 3:**
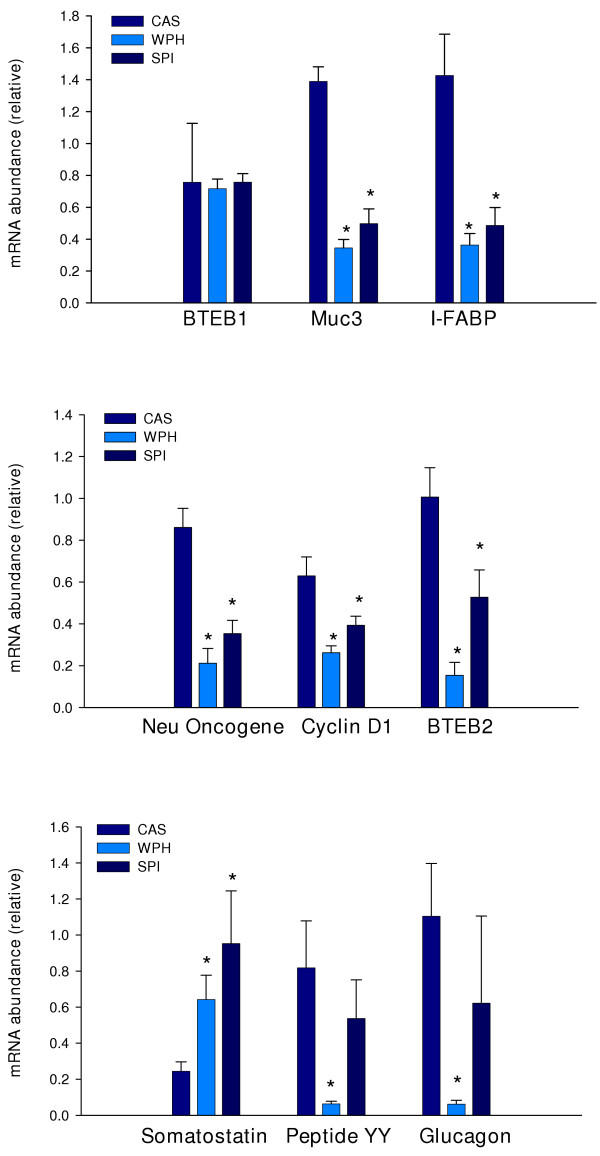
Quantitative real-time RT-PCR verification of microarray results. RNA used for real-time RT-PCRs was from the same animals (n = 7 per diet group) whose RNAs comprised the pools for microarray analysis. Values are mean ± SEM and were analyzed by one-way ANOVA, *P < 0.05, SPI or WPH vs. CAS.

### Serum somatostatin (Sst)

As shown in Fig. 4, circulating Sst concentration was significantly higher in rats fed WPH and SPI. Colonic Sst protein content in colon homogenates was below the limit of detection of the assay used (data not shown).

**Figure 4:**
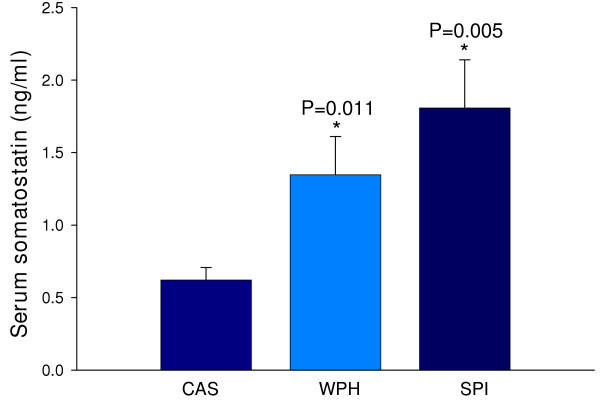
Diet effects on serum Sst concentration. Values are mean ± SEM. One-way ANOVA. *P < 0.05, SPI or WPH vs. CAS.

## Discussion

The type of dietary protein(s) can markedly affect the onset and/or progression of CRC [31]. Epidemiological and animal studies have found that dietary soy and whey proteins decrease the incidence of certain tumors, including those of the colon and rectum [6,7,32-35]. Using the AOM-treated male Sprague Dawley rat model, we previously found that lifetime feeding of SPI led to a ~ 76% lower incidence of AOM-induced colon tumors compared to rats lifetime-fed CAS [8]. Additionally, in the same studies, a ~ 46% lower incidence of colon tumors was found in WPH-fed compared to CAS-fed rats [9]. The molecular mechanism(s) by which these dietary proteins reduce the incidence of chemically-induced colon tumors is unclear, although several mechanisms and putative bio-active factors have been proposed [11-24]. The present study has now identified genes that are differentially expressed as a function of these diets and which serve to highlight potential pathways for dietary protection from carcinogenesis.

The ability to simultaneously analyze a large number of different mRNAs makes microarrays very appealing for identifying genes and gene families whose expression is altered by diet [36,37]. We focused on the 'normal' colon tissue since we are interested in genes that are differentially regulated by diet and which act in anti-oncogenic fashion in pre-cancerous tissues. We limited our analysis to the proximal colon since several studies have suggested that the molecular etiology of proximal and distal colon tumors differs [25,26] and proximal colon tumors have become more prevalent with Westernization of the diet and aging of the population [27]. We chose to include colonic smooth muscle with the mucosa since: a) the former tissue layer interacts with the latter to influence its growth and function, and b) we could monitor all colonic genes affected by diet. However, one potential caveat to this strategy is the 'dilution' effect that may have been imposed on the more rare mucosal transcripts. Another caveat is that no information is obtained regarding where the differentially expressed transcripts occur. In this regard, however, we have confirmed by immuno-histochemistry that I-FABP is expressed predominantly in the inter-cryptal surface epithelium of colons from AOM-treated rats (Fig. 5). Our study used a sample size of three (per diet group) which balanced the costs for the experimental reagents with the minimum number required for statistical analysis. The quantitative PCR analyses provided confirmation that the filtering strategies used yielded bona-fide differentially expressed transcripts.

**Figure 5:**
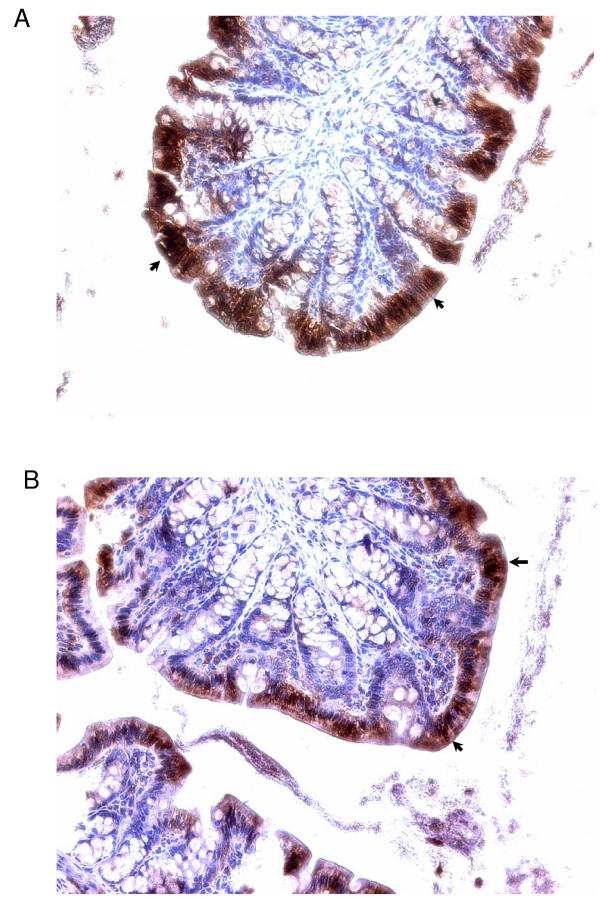
Immuno-histochemistry for I-FABP in colons from AOM-treated rats. Panels A and B are sections from CAS and WPH-fed animals, respectively. Arrows point to the strong areas of staining for I-FABP in the inter-cryptal surface epithelium (overall intensity of staining is greater for CAS than for WPH).

Only two transcripts were induced by both SPI and WPH; whereas 37 transcripts were repressed by both SPI and WPH. This suggests that the cancer-protective actions of the two diets are generally associated with repression of colonic genes that facilitate tumorigenesis. 

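Repression was the rule among large changes shared by both diets, and not among smaller ones. At an adjusted p under 0.05 with no fold minimum, 489 probe sets were lower and 534 higher than with CAS in both diets (limma). With at least 1.5-fold, the numbers were 333 lower and 229 higher. The transcripts lowered by both diets included meprin β (Mep1b, M88601_at), a protease of the brush border, which fell 5.00-fold with WPH and 3.27-fold with SPI (adjusted p = 3.35e-06 and 9.03e-05). Sgk1 (L01624_at), a kinase that raises sodium uptake, fell 3.93-fold and 2.76-fold (adjusted p = 1e-06 and 2.66e-05), and Fabp1 (V01235_at), a fatty acid binding protein, 2.62-fold and 2.30-fold (adjusted p = 2.68e-06 and 2.32e-05). From the larger number of transcripts lowered by both diets, the paper proposes that protection against cancer goes with the repression of colonic genes that favor tumors. It also gives the alternative that CAS induces such genes.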

An alternative explanation is that CAS induces genes that facilitate colon cancer development when compared to SPI and WPH. It is also likely that SPI and WPH diets act in unique ways to inhibit tumorigenesis. Irregardless, our results indicate that the nature of the dietary protein can profoundly affect colon gene expression profiles. Thus, gene expression profiling studies of colons should account for potential confounding effects of diet.

Dietary factors in SPI or WPH inhibit cell proliferation and induce apoptosis among other biological actions [11,13]. 

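On the arrays, cyclin D1 (Ccnd1) did not pass with SPI on either of its probe sets, and Erbb2, the neu receptor, fell. The paper reports both genes as lower with SPI by RT-PCR in single rats, which pooled arrays cannot test. Its table of array genes lowered by SPI does not list cyclin D1. Ccnd1 changed by a log2 of -0.23 with SPI on D14014_at, which did not pass (limma adjusted p = 0.245), and SPI was above WPH by 0.57 (adjusted p = 0.00946, or 0.101 with wash round as a block). A second probe set of the same accession, D14014_g_at, gave 2073 ± 73.0 (SD, n = 3) with CAS, 1489 ± 419 with SPI and 1053 ± 134 with WPH. Its log2 change was -0.98 with WPH (adjusted p = 0.00114) and -0.52 with SPI (adjusted p = 0.064), and SPI and WPH did not differ on it (adjusted p = 0.0984). Erbb2 changed by -0.65 with SPI, lower in all 9 array pairs and 1.58-fold below CAS (adjusted p = 0.0116), but this did not pass without CAS replicate 1 or with wash round as a block (adjusted p = 0.123). SPI lay above WPH by 0.73 for Erbb2 (adjusted p = 0.00691, or 0.0897 with the block).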

In the present study, we identified cyclin D1 gene and the neu proto-oncogene as being repressed in proximal colon by SPI and WPH. Cyclin D1 is a key regulator of cell cycle progression [38], and a target of β-catenin, a protein whose abnormal accumulation in the nucleus is strongly linked to the development of multiple tumor types, including those of the colon [39]. Aberrantly increased expression of cyclin D1 in colon epithelial cells contributes to their abnormal proliferation and tumorigenicity [40,41]. Similarly, the oncogenic and cellular growth-promoting activities of the HER-2/neu proto-oncogene are well known [42]. HER-2/neu, a tyrosine kinase receptor for neu-differentiation factor, is expressed in normal colonic epithelium and is up-regulated in adenomatous polyps of the colon [43]. The down regulation of cyclin D1 and c-neu mRNA abundance by SPI and WPH may at least partly explain their anti-tumorigenic properties. Similarly, Krüppel-like transcription factors have been linked to cell growth and tumorigenesis. BTEB2 (also known as Krüppel-like factor 5, KLF5, or intestinal KLF) was reported to enhance intestinal epithelia cell colony formation, cyclin D1 transcription, and cell proliferation [44]. Consistent with our results for cyclin D1, colonic BTEB2 mRNA expression was down-regulated by SPI and WPH. Aquaporin 3, a water channel highly expressed in colonic epithelium, was down-regulated by SPI and WPH. 

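Aquaporin 3 (Aqp3), which lets water and glycerol through the basal membrane of colonic epithelial cells, was among the most strongly lowered carriers. On D17695_s_at its signal was 2120.3 ± 27.9 (SD, n = 3) with CAS, 513 ± 29.6 with SPI and 271 ± 53.5 with WPH. This is 7.83-fold lower with WPH and 4.13-fold lower with SPI (limma adjusted p = 5e-08 and 1.87e-06), with all 9 array pairs in this direction for each diet. SPI remained above WPH by 1.90-fold (adjusted p = 0.000726). The adjusted p was 8.44e-06 for WPH and 0.000522 for SPI with wash round as a block.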

Aquaporins are thought to be induced early in colon cancer and to facilitate oncogenesis [45], therefore, dietary repression of such genes may additionally contribute to anti-tumorigenesis. The results for I-FABP and MUC3 indicated 3–4 fold decreases in transcript abundance in proximal colons of rats on SPI or WPH diets. These particular results are not easily reconciled with decreased tumorigenesis in SPI and WPH groups, since both genes are highly expressed in the normal differentiated colonic epithelium and are likely to be under-expressed in adenomas and adenocarcinomas [46]. Perhaps, these represent diet-modulated genes that are not direct participants in anti-tumorigenesis.

Gastrointestinal hormones regulate a myriad of intestinal functions including motility, absorption, digestion, cell proliferation and death, and immune response [47]. 

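Somatostatin (Sst), the inhibitory hormone of D cells and enteric neurons, was read by 2 probe sets, and both rose from CAS to SPI to WPH. On M25890_at the signal was 803.5 ± 47.5 (SD, n = 3) with CAS, 1159 ± 74.5 with SPI and 2189.5 ± 114 with WPH. The log2 change was 1.45 with WPH (limma adjusted p = 6.51e-07) and 0.53 with SPI (adjusted p = 0.00226). On K02248cds_s_at it was 1.06 with SPI, where the signal was 464 ± 44.3 (adjusted p = 0.000198). WPH exceeded SPI on both probe sets, by 1.89-fold on M25890_at (adjusted p = 5.48e-05) and 1.85-fold on K02248cds_s_at (adjusted p = 0.000772). This is the reverse of the order given by RT-PCR in the paper. That RT-PCR was normalized to β-actin, whose own array signal was higher with WPH than with SPI. The orders are therefore not directly comparable. In the model with wash round as a block the WPH changes passed (adjusted p = 0.000216 and 0.000229) and the SPI changes did not (adjusted p = 0.177 and 0.0546). The SPI log2 changes in that model, 0.536 and 1.13, stayed near those without the block, so that precision was lost and not size.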

The microarray and real-time RT-PCR assays identified inductive effects of SPI and WPH on somatostatin mRNA and protein abundance. These results implicate this gene product in autocrine and paracrine mechanisms underlying colon cancer protection by SPI and WPH since somatostatin is a well-known anti-proliferative agent for colon tumor cells [48,49]. This hormone is also a negative regulator of angiogenesis [50]; this is predicted to counter tumorigenesis. It is possible that the small decrements in rat growth rates observed with lifetime SPI or WPH diets [8,9] are a consequence of this increased circulating somatostatin level. We also found decreased abundance of mRNAs encoding peptide YY (PYY) and glucagon in colons of WPH-fed rats. 

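Peptide YY (Pyy) and glucagon (Gcg) are both products of the L cells of the colon, and both were lower with SPI and with WPH. Pyy gave 178 ± 35.6 (SD, n = 3) with SPI on M17523mRNA_g_at, 3.91-fold below CAS (limma adjusted p = 4.95e-05), and no difference between SPI and WPH was detected (adjusted p = 0.468). On its second probe set, M17523mRNA_at, the signal was 277 ± 91.6 with CAS, 80.3 ± 6.65 with SPI and 87.5 ± 9.36 with WPH. Gcg averaged 23.7 ± 6.70 with SPI and 20.2 ± 2.63 with WPH, near background, so that SPI was also at least 1.56-fold below CAS (adjusted p = 0.00209, or 0.126 with wash round as a block). Other endocrine transcripts fell with them. Cholecystokinin (Cck, X01032_at) was at least 1.83-fold lower with each diet (adjusted p = 0.000405 with WPH and 0.00171 with SPI, the latter 0.155 with the block), and pancreatic polypeptide (Ppy, M13588_at) at least 1.87-fold lower with WPH (adjusted p = 0.0132). Of 8 enteroendocrine genes, 4 in the study tables, 6 were lower with WPH and 5 with SPI and Sst alone was higher, also adjusted over the list alone. Their medians were -1.80 and -1.26, or -0.89 and -0.73 with genes near background at their bound (camera adjusted p = 0.0232 and 0.0149, or 0.191 and 0.133 with an estimated correlation).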

PYY gene expression in human colon tumors is much reduced relative to the adjacent normal tissue [51]; however, chemically-induced colon tumors in rats generally exhibit higher overall expression of PYY due to increased prevalence of PYY-positive cells, compared to normal mucosa [52,53]. PYY stimulates proliferation of intestinal epithelium [54]; therefore, an inhibition of PYY expression by dietary WPH may contribute to colon cancer-protective actions. A similar scenario might apply to colon glucagon gene expression, as this growth stimulatory peptide for colon cancer cells [55] was inhibited by WPH at the level of colon mRNA abundance.

Our data highlighted other aspects of diet and colon gene expression that warrant further study. For example, the B7 antigen (also known as CD52) mRNA was strongly down-regulated by SPI or WPH. 

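Cd52, a glycoprotein of lymphocytes and of the epididymis, was bright with CAS and at background with both other diets. On X76697_at its signal was 3419 ± 257 (SD, n = 3) with CAS, 11.2 ± 6.38 with SPI and 11.9 ± 7.09 with WPH, at least 34.2-fold lower with either (limma adjusted p = 4.94e-07 with SPI and 2.23e-07 with WPH). Prostaglandin D synthase (Ptgds, J04488_at), abundant in epididymis and brain, followed the same pattern, from 1985 ± 339 to 43.3 ± 16.1 with SPI and 46.0 ± 37.9 with WPH, at least 19.8-fold lower. Adam7 (X66140_at), a surface protein of the epididymis, fell from 1711 ± 55.0 to 122 ± 36.1 and 144 ± 62.3, 14.0-fold with SPI and 11.9-fold with WPH (adjusted p = 3.79e-06 and 1.89e-06). Cd8a and Cd53, other surface proteins of leukocytes, did not fall with it. Cd8a (X03015_at), of cytotoxic T cells, was under 100 on every CAS array and reached 199 ± 48.4 with SPI and 250.0 ± 70.0 with WPH, and Cd53 (M57276_at), of all leukocytes, rose from 656 ± 225 to 1144 ± 36.9 and 1203 ± 35.2, although its SPI change did not pass with wash round as a block (adjusted p = 0.381). Of 7 genes listed for the epididymis, which include Cd52, Ptgds and Adam7 themselves, 4 were lower with each diet and 1 was higher with WPH (4 and 2 adjusted over the list alone), with medians of -1.18 and -0.72 (camera adjusted p = 0.0537 with WPH and 0.00473 with SPI, or 0.193 and 0.0908 with an estimated correlation). With the block, at the preset correlation, the list passed with both diets (medians -1.36 and -0.99, adjusted p = 0.0309 and 0.000904).

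**Figure D3:**
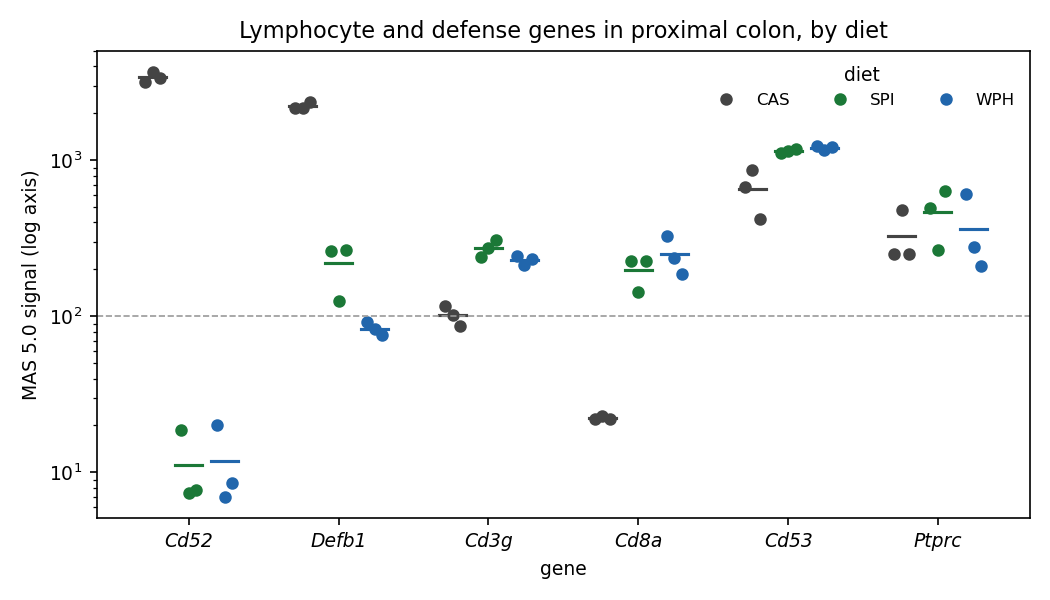
Signal per array (points, log axis) and mean (bar) of Cd52, Defb1, Cd3g, Cd8a, Cd53 and Ptprc with CAS, SPI and WPH, 3 arrays each, with a dashed line at 100. Cd52 falls from 3419 with CAS to 11.2 with SPI and 11.9 with WPH, while Cd8a rises above 100 with both diets.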

The corresponding protein is normally expressed at high levels on cell membranes of T and B lymphocytes and monocytes; infusion with anti-CD52 antibody leads to systemic depletion of T cells [56]. The lower abundance of this transcript in non-tumor colon tissue of rats on SPI or WPH diets may reflect fewer numbers of immune cells in this tissue, as compared to CAS-fed animals. One possible interpretation of this data is that the 'normal' tissue of the CAS group has manifested an immune response, perhaps in response to increased tumorigenicity relative to SPI or WPH groups. Such an interpretation raises the prospect of a functional immuno-editing mechanism [57] occurring in this model of colon cancer and an indirect effect of diet on lymphocyte populations (via presence of tumors or tumor precursors) in the colon. An alternative mechanism is that dietary protein can directly affect the populations of lymphocytes resident in the colon, which in turn, may affect tumorigenesis. 

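Cd3g encodes a chain of the T cell receptor complex, and other genes of T cells rose with it. On S79711_at its signal was 102 ± 15.1 (SD, n = 3) with CAS, 274 ± 34.1 with SPI and 230 ± 15.4 with WPH, 2.68-fold and 2.25-fold higher (limma adjusted p = 0.000198 and 0.000267). A second probe set, S79711_g_at, gave 71.2 ± 5.30, 321 ± 21.4 and 234 ± 17.9. Cd3d (X53430_at), its partner in the complex, rose from 123 ± 16.5 to 245 ± 12.0 with SPI and 338 ± 36.1 with WPH (adjusted p = 0.00103 and 2.5e-05). Under the wash round block the WPH change of Cd3g passed (adjusted p = 0.0142), and the SPI changes of Cd3g and Cd3d did not (adjusted p = 0.0935 and 0.125). Of 14 T cell genes, 8 were higher with WPH and 4 with SPI and none was lower, also adjusted over the list alone. Their medians were 0.58 and 0.39 (camera adjusted p = 0.019 and 0.0106, or 0.191 and 0.133 with an estimated correlation). Neither passed with the block, where the medians were 0.52 and 0.20 (adjusted p = 0.0657 and 0.125). Of 19 genes of macrophages and antigen presentation, 4 were higher and 4 lower with WPH and 5 higher and 3 lower with SPI (4, 4, 7 and 4 adjusted over the list alone), with medians of -0.02 and 0.06 (adjusted p = 0.48 and 0.318). Cathepsin S (Ctss, L03201_at), which prepares antigens for display, was 2.62-fold lower with WPH (adjusted p = 2.48e-07), while the class II gene RT1-Ba (K02815_s_at) was 1.90-fold higher with SPI (adjusted p = 0.000578, or 0.21 with the block). SPI stood above WPH for this list (median 0.27, adjusted p = 0.0016, or 0.0512 with an estimated correlation). None of 3 genes of the B cell list changed (medians -0.01 and -0.21, adjusted p = 0.98 and 0.597). This list does not measure B cells, as 1 of the 4 genes found for it was Ms4a2, of mast cells, and immunoglobulin heavy chains carry no single gene symbol. The Ig gamma-2a chain of Table 5 (L22654_at), named after its value was seen, was at least 26.1-fold higher with SPI (adjusted p = 1.87e-06). Of 15 interferon response genes 2 were higher and 4 lower with WPH and 4 higher and 1 lower with SPI (2, 5, 4 and 1 adjusted over the list alone, medians -0.03 and 0.01, adjusted p = 0.45 and 0.597).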

A related observation was the enhanced abundance of CD3 gamma chain transcripts in colons of SPI and WPH animals. The protein encoded by this transcript helps mediate T cell antigen receptor engagement and signaling [58]; its decreased abundance in colonic T cells of CAS-fed animals may indicate a specific immune defect [59] occurring in the CAS-fed animals after exposure to carcinogen and thereby contributing to enhanced tumorigenesis in this group.

Several microarray studies of human paired normal colon vs. colon tumors have been published [60-64]. Comparison of the present results for normal colon tissue of AOM-treated rats on different diets to the published studies for human CRC identified only a small number of common differentially expressed genes and/or gene families in common (data not shown). This small number is probably due to the fact that our study did not examine colon tumors; rather we focused on 'normal' colon tissue. In this regard, it will be interesting to examine the expression profiles of colons from animals not treated with AOM so as to more specifically correlate transcripts with diet and cancer phenotype. This study has illuminated a number of genes and gene families that may act as dietary protein-dependent modulators of oncogenesis in the rat colon. Additional studies that specifically address the functional involvement of these genes in cancer-prevention via dietary means are required to confirm the postulated roles.

## Conclusions

We have identified genes in rat colon that are differentially expressed, as a consequence of altered dietary protein, during AOM-induced oncogenesis. These are candidates for genes that sub-serve the anti-cancer effects of dietary SPI and WPH in this tissue.

## Methods

### Rats, diets and carcinogen treatment

The animals whose colons were used in the present study have been previously described [8,9]. Time-mated [gestation day (GD) 4] Sprague-Dawley rats were purchased from Harlan Industries (Indianapolis, IN), housed individually and allowed *ad libitum *access to water and pelleted food. Rats were randomly assigned to one of three semi-purified isocaloric diets made according to the AIN-93G diet formula [65] and which differed only by protein source: a) CAS (New Zealand Milk Products, Santa Rosa, CA), b) WPH (New Zealand Milk Products, Santa Rosa, CA) or c) SPI (Dupont Protein Technologies, St. Louis, MO). Offspring were weaned to the same diet as their mothers and were fed the same diets throughout the study. At 90 days of age, male offspring received s.c. injections of 15 mg/kg AOM (Ash Stevens, Detroit, MI) in saline once a week for 2 weeks. Forty weeks later, rats were euthanized, and the colon (cecum to anus) was divided into two equal segments (proximal and distal), opened longitudinally, and examined for tumors. We found that both WPH and SPI significantly decreased the colon tumor incidence [data published in [8,9]]. A representative non-tumor segment of each proximal colon (PC) was frozen in liquid nitrogen and stored at -80°C for later use. Animal care and handling were in accordance with the Institutional Animal Care & Use Committee guidelines of the University of Arkansas for Medical Sciences.

### RNA processing

Total RNA was isolated from rat proximal colons (n = 7 for each of CAS, SPI and WPH diets) using TRIzol reagent (Invitrogen, Carlsbad, CA), and further purified with the RNeasy Mini Kit (QIAGEN, Valencia, CA). To remove contaminating DNA, on-column DNA digestion with RNase-Free DNase (QIAGEN) was performed. Integrity of isolated RNAs was confirmed using the RNA 6000 Nano LabChip kit with the Agilent 2100 Bioanalyzer System (Agilent Biotechnologies, Palo Alto, CA). To reduce errors due to biological variability, RNA samples were pooled as proposed by Bakay et al [66]. Pooled RNA (equal amounts of RNA from each of 7 animals; 8 ug total) was used for cDNA synthesis using a T7-(deoxythymidine)_24 _primer and Superscript II (Life Technologies, Inc., Gaithersburg, MD). The resulting cDNA was used with the ENZO BioArray High Yield RNA Transcript labeling kit (ENZO, Farmingdale, NY) to synthesize biotin-labeled cRNA. The cRNA was purified on RNeasy spin columns (QIAGEN) and subjected to chemical fragmentation (size range of 35 to 200 bp). Three replicate cRNA targets were made in parallel starting from each RNA pool.

### Microarray procedures

Ten ug of cRNA was hybridized for 16 hours to an Affymetrix (Santa Clara, CA) rat U34A GeneChip (3 chips used per diet group), followed by incubations with streptavidin-conjugated phycoerythrin, and then with polyclonal anti-streptavidin antibody coupled to phycoerythrin. Following washing, GeneChips were scanned using an Agilent GeneArray laser scanner. Images were analyzed using Affymetrix MAS 5.0 software. Bacterial sequence-derived probes on the arrays served as external controls for hybridization, whereas the housekeeping genes β-actin and GAPDH served as endogenous controls and for monitoring the quality of the RNA target. To compare array data between GeneChips, we scaled the average of the fluorescent intensities of all probes on each array to a constant target intensity of 500.

### Bioinformatics

To validate the microarray procedure for our samples, unsupervised nearest-neighbor hierarchical clustering (Spotfire, Somerville, MA) was performed on gene expression data. The inter-chip variability test also was performed as specified in the Affymetrix data analysis manual [28]. To identify colon genes differentially expressed with SPI or WPH (control: CAS diet), multiple criteria were applied; final results are reported only for transcripts that passed all three analytical steps described below. Firstly, the t-test feature of DMT (Affymetrix) was used to identify genes whose expression was regulated (induced/repressed with P < 0.05) by SPI or WPH, and signal fold changes (FC) for these genes were calculated. Secondly, microarray data were analyzed using 'Significance of Analysis of Microarrays' (SAM, Stanford) to identify significant changes in gene expression among diet groups [67], using a false discovery rate (FDR) cutoff of 0.5%. Lastly, a pair-wise comparison survival (3 × 3) method was used to identify differentially expressed transcripts [68]. In brief, the three replicate expression profiles obtained for SPI colons were iteratively compared with the three CAS profiles (latter as baseline) in MAS 5.0 (Affymetrix), generating nine comparisons in total. Transcripts with a log ratio greater than or equal to 1 (≥2 fold change), which increased (I) in nine of nine comparisons, and which were expressed above background (i.e., called as Present) in all three SPI GeneChips, were considered to be up-regulated by SPI. Transcripts with a log ratio less than or equal to -1, were decreased (D) in nine of nine comparisons, and expressed above background (Present) in all three CAS chips were considered to be down-regulated by SPI. WPH-regulated genes were similarly identified. Genes that were independently identified by all three approaches comprised the final reported lists of differentially expressed genes (Tables 2, 3, 4, 5, 6).

### Validation of gene expression by quantitative real-time RT-PCR

One μg of total RNA from each of the 21 individual proximal colons (which comprised the original pools for the microarray experiment) was reverse-transcribed using random hexamers and MultiScribe Reverse Transcriptase in a two-step RT-PCR reaction (Applied Biosystems, Foster City, CA). Primers (Table 7) were designed using 'Primer Express' (Applied Biosystems) and were selected to yield a single amplicon; this was verified by dissociation curves and/or analysis in agarose gels. SYBR Green real-time PCR was performed with an ABI Prism 7000 Sequence Detector. Thermal cycling conditions included pre-incubation at 50°C for 2 min, 95°C for 10 min followed by 40 PCR cycles at 95°C for 15 sec and 60°C for 1 min. The relative transcript levels for each gene were calculated using the relative standard curve method (User Bulletin #2, Applied Biosystems) and normalized to the house-keeping gene β-actin. Data are reported as mean ± SEM of n = 7 animals per dietary group. Significant differences between diet groups were determined by one-way ANOVA (*P *< 0.05).

**Table 7:** Primer sequences for real-time RT-PCR

Gene	Forward primer	Reverse primer	Accession no.
Beta-actin	5'-GACGGTCAGGTCATCACTATCG-3'	5'-ACGGATGTCAACGTCACACTTC-3'	NM_031144
I-FABP	5'-AGGAAGCTTGGAGCTCATGACA-3'	5'-TCCTTCCTGTGTGATCGTCAGTT-3'	K01180
Neu Oncogene	5'-GTGGTCGTTGGAATCCTAATCAA-3'	5'-CCTTCCTTAGCTCCGTCTCTTTTA-3'	X03362
PYY	5'-AGGAGCTGAGCCGCTACTATGC-3'	5'-TTCTCGCTGTCGTCTGTGAAGA-3'	M17523
Glucagon	5'-TGGTGAAAGGCCGAGGAAG-3'	5'-TGGTGGCAAGGTTATCGAGAA-3'	K02813
Somatostatin	5'-GGAAACAGGAACTGGCCAAGT-3'	5'-TGCAGCTCCAGCCTCATCTC-3'	K02248
PAP III	5'-AAGAGGCCATCAGGACACCTT-3'	5'-CACTCCCATCCACCTCTGTTG-3'	L20869
CYP4F1	5'-CCAAGTGGAAACGGTTGATTTC-3'	5'-TCCTGGCAGTTGCTGTCAAAG-3'	M94548
GST	5'-ACTTCCCCAATCTGCCCTACTTA-3'	5'-CGAATCCGCTCCTCCTCTGT-3'	X04229
Cyclin D1	5'-TCAAGTGTGACCCGGACTGC-3'	5'-ACTTCCCCTTCCTCCTCGGT-3'	D14014
Beta defensin-1	5'-TCTTGGACGCAGAACAGATCAATA-3'	5'-TCCTGCAACAGTTGGGCTATC-3'	AF093536
H+, K+-ATPase	5'-ATTCCGCATCCCTAGACAACG-3'	5'-TCTTACTAAAGCTGGCCATGATGTT-3'	M90398
Prostaglandin D synthetase	5'-CAAGCTGGTTCCGGGAGAAG-3'	5'-TTGGTCTCACACTGGTTTTTCCTTA-3'	J04488
RBP	5'-TCGTTTCTCTGGGCTCTGGTAT- 3'	5'-TTCCCAGTTGCTCAGAAGACG-3'	M10934
Muc3	5'-AAGGTGTGAGGAAGTGATGGAGA-3'	5'-GCAGAGACCGTCGGCTTTATC-3'	U76551
BTEB1	5'-ACACTGGTCACCATCGCCAA-3'	5'-GGACTCGACCCAGATTCGGT-3'	NM_057211
BTEB2	5'-CTACTTTCCCCCATCACCACC-3'	5'-GAATCGCCAGTTTCGAAGCA-3'	AB096709

### Serum Sst

Rat serum Sst content (15 animals from each diet) was determined using the somatostatin-28 EIA kit purchased from Phoenix Pharmaceuticals Corporation (Belmont, California).

## Authors' contributions

RX performed the microarray and real-time PCR experiments, conducted the data analysis, and participated in drafting the manuscript. TMB designed and oversaw the animal component of the study. FAS designed the analytical and overall approaches to the study, supervised the project, and drafted the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

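The data were 9 Affymetrix rat U34A arrays, 3 for each of the CAS, SPI and WPH diets, hybridized with cRNA targets made in parallel from 1 RNA pool of 7 rats per diet. The authors computed the deposited signal values with MAS 5.0 from the scanned images and scaled each array to an average of 500, and these values are signals on a linear scale without detection calls or p-values. The trimmed mean signal was 500.7 or 500.8 on every array, and between 58.7 and 60.3% of probe sets had a signal of at least 100. Precision is set by 3 arrays per diet, and the spread between them is technical, so that no p-value refers to a population of rats. The settings files of the instrument were read only for the time at which each array was washed.

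Signals were changed to log2 after values under 0.1 were set to 0.1, with no further normalization. Of 8799 probe sets, 59 Affymetrix controls were left out, and 5606 of the other 8740 had a mean signal of at least 100 in at least 1 diet and were compared. The 3 diets were fitted in 1 model with limma 3.58.1 in R 4.3.3, with a variance trend, and the p-values of WPH against CAS, SPI against CAS and SPI against WPH were adjusted by the method of Benjamini and Hochberg. Every adjusted p for a gene is that of limma's moderated test, and every adjusted p for a list is that of camera in the same package, at a preset inter-gene correlation of 0.01, with an estimated correlation beside it. A call of a probe set needs an adjusted p under 0.05 and a change of at least 2-fold, whereas members of a list are counted as higher or lower at an adjusted p under 0.05 alone. Fold changes are ratios of the group mean signals, and log2 changes are those of the limma fit. On simulated data, an adjusted p under 0.05 without the 2-fold minimum recovered 46.3% of probe sets changed by 1.5-fold, 80.6% of those changed by 2.5-fold and 95.5% of those changed by 4-fold, with 8 of 5406 unchanged ones. Recovery by the full call was not simulated.

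Where all 3 arrays of a diet had a signal under 100, the fold is a lower bound, the mean of the brighter diet over the mean of the dimmer diet with each signal under 100 set to 100. No fold is given where both diets are that dim. The platform annotation gave 1 gene symbol for 7018 probe sets, several for 308 and none for 1473, and the last 2 kinds are referred to by the paper's name or left unnamed. For each gene of the 30 lists, the probe set with the highest mean log2 signal was used, and of 925 entries 709 were measured. The lists were fixed before the files were opened but after the paper's tables had been read.

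Genes were named by a rule. It takes the genes that the paper names in its text and primer table. It adds the 10 largest increases and decreases of each comparison among called probe sets with 1 symbol, a mean of at least 200 in the higher diet and all 9 array pairs in that direction. It adds up to 4 changed members of each list. A gene taken by the rule for 1 comparison is also given with its values in the others, values in the paper's tables count as seen, and genes outside the rule are said to have been chosen after their values were seen.

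An accession of the paper's tables was matched to the probe sets whose name begins with it, and the brightest one stands for it. The methods' filters were followed with a t-test on the signals at P under 0.05, an own implementation of SAM with all 20 label permutations at a false discovery rate of 0.5%, a change of at least 2-fold in 9 of 9 array pairs, and a signal of at least 100 in place of a Present call. Shared controls were simulated with 100 draws of unchanged diets. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

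The alternatives were a floor at 50, log2 of the signal plus 32, a filter at 200 or none, quantile normalization, median centring, no variance trend, only the compared diets in the fit, other fold limits, the methods' tests, 1 probe set per gene, replicate number or wash round as a block, and leaving out each array in turn. For the distances they were correlation, linear signals and other linkages. Comparison within a wash round, group means under 20 set to 20 and any matching probe set were added after the data were seen. RT-PCR, serum hormones and tissue staining were left out because the deposited values examined hold none of them. Change calls were left out because they need probe-level data.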

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

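The comparisons between SPI and WPH were planned, whereas the transcripts named for 1 diet alone were singled out after their values were seen.

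Apoa1, the protein of high-density lipoprotein, differed by a log2 of 2.63 between SPI and WPH, because SPI raised it and WPH lowered it against CAS, the rise not passing with wash round as a block (adjusted p = 0.0687). It is of interest because SPI and WPH moved a lipid carrier in opposite directions. The same held for 13 probe sets in all, among them those of Il1a, Rbp2, Gpx2 and Lcn2. No count of opposite calls under unchanged diets was simulated for them.

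Whole groups of genes also separated SPI from WPH. The median log2 of SPI over WPH was 1.31 for epithelial genes and -0.569 for neuronal genes, so that SPI colon kept more epithelial and less neuronal RNA than WPH colon. It was 1.03 for genes of inflammation and repair and 0.696 for small intestinal genes. Against CAS these 2 lists passed with SPI alone, where 15 of 28 and 10 of 25 members were higher and 1 and 2 lower. With WPH, 7 and 4 members were higher and 7 and 7 lower. For liver genes such as Alb and Ttr, the median of SPI over WPH was -1.09. However, 8 of the 13 members lay near background in a diet. The liver median was only -0.415 with these at their bound, and the list did not pass with an estimated correlation (adjusted p = 0.082). These differences bear on the paper's hypothesis of parallel regulation by SPI and WPH, which also allowed for changes specific to 1 diet.

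Some of the largest changes are in transcripts that the paper does not list. Cd8a, a marker of cytotoxic T cells, was at least 2.5-fold higher with WPH than with CAS. Serpina1fl1, a protease inhibitor, was at least 15.1-fold higher with CAS than with SPI, and Sult1c2a, a sulfotransferase, was 12.0-fold higher. S100a8, a protein of neutrophils, was at least 3.47-fold higher with SPI than with CAS, which did not pass with wash round as a block (adjusted p = 0.132). Of the 18 genes of the smooth muscle list, none of them in the paper's tables, 14 were higher with WPH and 1 was lower. Their median log2 change was 0.97, or 0.364 after quantile normalization.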

How the results depend on the processing

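The comparison within a wash round, group means under 20 set to 20 and any matching probe set were added after the results were seen, and the other alternatives were planned.

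The number of changed transcripts depended mostly on the threshold and the test. For the 134 transcripts higher with SPI than with CAS, 1 probe set per gene gave 76, 9 of 9 pairs 69, at least 1.5-fold 357, the methods' filters 50, the methods' t-test after Benjamini-Hochberg 44, and no fold minimum 673. For the 188 lower with SPI, the same settings gave 118, 107, 403, 84, 72 and 570. For the 310 higher with WPH they gave 196, 106, 789, 101, 173 and 1174, and for the 481 lower with WPH 290, 292, 781, 286, 313 and 1001. For the 252 higher with SPI than with WPH they gave 157, 134, 429, 126, 67 and 565, and for the 58 lower 30, 13, 244, 8, 12 and 551, with 37 after a filter at 200.

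Transcripts changed by both diets followed the same course. The 155 lower with both were 97, 92, 333, 77, 66 and 489 under these settings, and the 49 higher with both were 31, 6, 229, 4, 6 and 534. The latter were also 27 with log2 of the signal plus 32, and 31 with the methods' t-test alone. Which direction prevailed depended on the fold minimum, as more were higher than lower with none.

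The wash round block lowered the transcripts higher with SPI to 68 and those higher with both diets to 25. SPI and CAS shared no wash round, so that this contrast passes through WPH by construction and is less precise. A lost call therefore does not show that wash round made the change. Among SPI changes, that of Fabp2 shrank from -2.14 to -1.16 with the block, whereas that of Erbb2 went from -0.65 to -0.941. Residuals of arrays of different diets correlated by a mean of -0.00281 within a wash round and 0.00108 across rounds. They cannot show a round effect common to all CAS arrays. With the replicate number as a replicate block, 123 were higher and 182 lower with SPI, 305 higher and 480 lower with WPH, and 43 higher and 152 lower with both. Replicate numbers did not pair the arrays, as residuals of same-numbered arrays correlated between -0.275 and 0.237 and those of other pairs between -0.345 and 0.286. Leaving out 1 array gave 105 to 149 higher and 174 to 195 lower with SPI, and 296 to 356 higher and 458 to 504 lower with WPH. It gave 34 to 67 higher and 142 to 158 lower with both diets.

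The 46 list calls fell to 22 with an estimated correlation. Leave-outs gave 45 to 49. Among the named genes, 4 changes took the opposite sign, all after quantile normalization, where all of them became small. Actb changed by -0.00222 with WPH and -0.0185 with SPI against CAS, and Rps29, a ribosomal protein, by -0.0109 with WPH against CAS and 0.0609 between SPI and WPH. Of the changes of named genes, 377 had an adjusted p under 0.05, 253 with the wash round block and 344 to 365 when 1 array was left out. Leave-outs weakened 214 tests of a named gene in all and strengthened 3. As examples, the SPI change of Erbb2 no longer had an adjusted p under 0.05 without CAS replicate 1, that of Calb2 without CAS replicate 2, and that of Rbp4 without CAS replicate 1, SPI replicate 1 or SPI replicate 3.

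The distance between SPI and WPH over the mean distance to CAS was 0.825 with linear signals, 0.8877 over the probe sets kept by the tests and 0.8925 with signals under 50 set to 50. In the last 2 settings the tree also reversed, and SPI joined WPH before CAS, the ratio of the joining heights being 0.8877 and 0.8925. The share of probe sets that differed by 2-fold within a diet was 1.98% after a filter at 200 and 13.4% without a filter. Of the fold changes of the study tables, 113 matched when the fold was taken from the mean log2. The cause of these shifts was not tested.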

Differences from the paper's values

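Any matching probe set and group means under 20 set to 20 were chosen after the values were seen, and the other alternatives were set before the data were examined.

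The numbers of changed genes were larger than the paper's. The paper gives 31 genes induced and 49 repressed by SPI, where 134 and 188 probe sets were called. It gives 44 induced and 119 repressed by WPH, where 310 and 481 were called, and the paper's 37 repressed and 2 induced by both diets stand beside 155 and 49. With the methods' filters the numbers were 50 and 84 for SPI, 101 and 286 for WPH, and 77 and 4 for both, which still differ by more than 1.5-fold. The methods' t-test after Benjamini-Hochberg came within 1.5-fold for SPI alone, with 44 and 72. It called fewer probe sets than the methods' filters for SPI, and for WPH it gave 173 and 313. Requiring 9 of 9 pairs gave 69 and 107 for SPI. The paper's text counts 119 genes repressed by WPH and 49 by SPI, while its Tables 2 and 4 list 123 and 51.

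Of 327 fold changes in the paper's tables, 15 differed. For WPH, glutathione transferase subunit 8 was -3.839 against the paper's -6.42, aldehyde dehydrogenase -1.455 against the paper's -10.56, hexokinase II -2.661 against the paper's -4.45 and phospholipase C beta-3 -1.331 against the paper's -2.57. In both tables that list it with WPH, the mitochondrial dicarboxylate carrier was -2.184 against the paper's -3.55 and the Na-H exchanger -3.988 against the paper's -9.81. For SPI, the Na-H exchanger was -2.805 against the paper's -4.47, carbonic anhydrase IV -2.594 against the paper's -4.28, 3-phosphoglycerate dehydrogenase -2.348 against the paper's -4.15 and the CD3 gamma chain 2.678 against the paper's 4.51. Both alternatives set earlier, a fold from the mean log2 and a floor at 50, left all 15 different. With them, 28 and 36 of 327 differed in all.

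Taking any matching probe set, a choice made after the values were seen, left only aldehyde dehydrogenase different and dropped none of the paper's entries. For glutathione transferase subunit 8, phospholipase C beta-3, the Na-H exchanger and the CD3 gamma chain, the matching probe set gave only a lower bound, which can differ from the paper's fold only by exceeding it. With group means under 20 set to 20, 17 of 327 differed. With any matching probe set and that floor together, 323 of 327 folds lay within 0.011 of the paper's, and 324 P values lay within 0.0011.

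Other statements also differed. The paper states that SPI and WPH profiles cluster together, whereas over all probe sets CAS joined SPI first, and SPI joined WPH first only in the settings with low signals removed or raised. The spread between arrays, largest with WPH, lengthens the SPI to WPH distance, so that the former order does not decide against the paper. The paper gives actin ratios below 3, whereas WPH replicate 1 had 3.5. In Table 3 the paper gives 3.24 for APEG-1 and 2.21 for the immunoglobulin gamma heavy chain, whose folds here are 2.21 and 3.24, and it repeats 2.21 for the latter in Table 6.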

Other observations

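The tests of where transcripts came from were all chosen after the results were seen, including that of small intestinal tissue, whose first form was replaced after it had counted against that explanation, whereas the other splits of the arrays were planned.

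Of the lists of striated muscle, glia, fat, endothelium, pancreas and kidney, only the first passed against CAS, with WPH alone. Of 14 striated muscle genes, 7 were higher with WPH and 1 with SPI (7 and 0 adjusted over the list alone), with medians of 0.55 and 0.19, or 0.36 and 0.01 with genes near background at their bound (camera adjusted p = 0.03 and 0.483, the former 0.113 with an estimated correlation and 0.0619 with wash round as a block). Of 5 glial genes, 4 were higher and 1 lower with WPH and 2 higher and 1 lower with SPI, also adjusted over the list alone (medians 0.95 and 0.47, the latter 0.08 with genes near background at their bound, adjusted p = 0.144 and 0.483). Of 15 fat cell genes, 6 were higher with each diet, 3 lower with WPH and 2 lower with SPI, also adjusted over the list alone (medians 0.39 and 0.43, adjusted p = 0.126 and 0.202). Of 9 endothelial genes, 3 were higher and 1 lower with WPH and 2 higher with SPI (3, 1 and 3 adjusted over the list alone), with medians of 0.27 and -0.06, the test pointing up in both (adjusted p = 0.513 and 0.573). Of 10 pancreatic genes, 3 were higher and 2 lower with WPH and 1 higher and 1 lower with SPI, also adjusted over the list alone (medians 0.36 and 0.15, the former 0.04 with genes near background at their bound, adjusted p = 0.569 and 0.815). Of 8 kidney genes, 1 was higher and 2 lower with WPH and 1 lower with SPI, also adjusted over the list alone (medians -0.10 and -0.11, adjusted p = 0.513 and 0.483).

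Called transcripts were counted for the other splits of the 6 arrays of each comparison into 3 and 3. The true split called 310 probe sets higher and 481 lower for WPH against CAS, and 322 and 310 in all for SPI against CAS and SPI against WPH, and the highest other split gave 0, 1 and 1. Only 1 of 10 splits reached each of these counts, and 10 splits are too few to give a share under 0.05.

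Cd52, Defb1, Ptgds and Adam7 were bright with CAS alone. Fewer T cells with SPI and WPH are argued against, since none of 14 T cell genes was lower with either diet and the list medians were 0.579 and 0.391 with WPH and SPI. No rise of T cells is claimed, as the list did not pass with an estimated correlation (adjusted p = 0.191 and 0.133) or with wash round as a block (adjusted p = 0.0657 and 0.125). Epididymal tissue in the CAS pool may have contributed and stays open. Of the epididymal list, 3 members fell at least 2-fold with both diets and 3 changed little with either. The former are Cd52, Ptgds and Adam7, which define the pattern and so do not test it. Diet itself stays open and untested here. The paper's RT-PCR in single rats had primers for Defb1 and Ptgds, and neither is among the genes it reports as significantly changed. For some genes, not named, it gives mean changes above 2-fold in the direction of the arrays, without significance because single rats varied. Whether Defb1 and Ptgds are among those is not stated. Cd52 and Adam7 are not in its primer table, and a test would measure them in single rats.

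Epithelial transcripts fell and those of nerve and muscle rose with WPH. A lower epithelial share alone would raise the nerve and macrophage lists alike, if both lie outside the epithelium. The nerve list exceeded the macrophage list by a median of 1.14 (permutation p = 1e-05, the smallest that 100000 permutations can give). The difference argues against a lower epithelial share alone only on that condition, which was not tested. With WPH, 4 of the 19 macrophage genes were higher and 4 lower, Ctss and Lgals3 among the latter. The permutation also treats genes as independent. A larger share of the muscle layers and their nerve plexus in the WPH pool stays open. Of 18 smooth muscle genes, 14 were higher and 1 was lower, with a median of 0.97, or 0.364 after quantile normalization. These genes are part of the pattern and do not test it. Shorter labelled RNA stays open. Between the WPH arrays of highest and lowest actin ratio, which differed by 0.97, the epithelial list differed by only -0.00843, but this rests on a pair of single arrays. Staining of sections from each rat would test the tissue share against an effect of diet, which stays open.

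Small intestinal and repair transcripts rose with SPI. Small intestinal tissue in the SPI pool stays open. Its list, which is part of the pattern, rose by a median of 0.434 with 10 of 25 members higher and 2 lower. Cps1 rose from 35.6 to 2109 and Slc11a2 from 504 to 6632, but Fabp6 rose only from 3767 to 4006 and Lct from 161 to 164, and Fabp2 fell from 1656 to 374 and Fabp1 from 1667 to 725. A growing lesion in the SPI pool also stays open. Cell cycle genes had a median of -0.232 with SPI, 8 of 33 being lower. The list did not pass with an estimated correlation (camera adjusted p = 0.108) or with wash round as a block (adjusted p = 0.0554). It therefore does not decide the question. The paper's primers for RT-PCR in single rats include Reg3g, which is not among the genes it reports as significantly changed. Measuring Cps1, Reg3b and Spp1 in single rats would show whether 1 animal carried the rise, or all, as an effect of diet requires.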
